# A Neural Crest-specific Overexpression Mouse Model Reveals the Transcriptional Regulatory Effects of Dlx2 During Maxillary Process Development

**DOI:** 10.3389/fphys.2022.855959

**Published:** 2022-04-21

**Authors:** Jian Sun, NaYoung Ha, Zhixu Liu, Qian Bian, Xudong Wang

**Keywords:** cranial neural crest cells, Dlx2, cleft palate, RNA-seq, craniofacial development

## Abstract

Craniofacial morphogenesis is a complex process that requires precise regulation of cell proliferation, migration, and differentiation. Perturbations of this process cause a series of craniofacial deformities. Dlx2 is a critical transcription factor that regulates the development of the first branchial arch. However, the transcriptional regulatory functions of Dlx2 during craniofacial development have been poorly understood due to the lack of animal models in which the Dlx2 level can be precisely modulated. In this study, we constructed a Rosa26 site-directed Dlx2 gene knock-in mouse model *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ for conditionally overexpressing Dlx2. By breeding with *wnt1* ^*cre*^ mice, we obtained *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice, in which Dlx2 is overexpressed in neural crest lineage at approximately three times the endogenous level. The *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice exhibited consistent phenotypes that include cleft palate across generations and individual animals. Using this model, we demonstrated that Dlx2 caused cleft palate by affecting maxillary growth and uplift in the early-stage development of maxillary prominences. By performing bulk RNA-sequencing, we demonstrated that Dlx2 overexpression induced significant changes in many genes associated with critical developmental pathways. In summary, our novel mouse model provides a reliable and consistent system for investigating Dlx2 functions during development and for elucidating the gene regulatory networks underlying craniofacial development.

## Introduction

Craniofacial morphogenesis is a complex process that requires precise regulation of cell growth, migration, and differentiation. Perturbation of this process leads to a large number of craniofacial abnormalities, including cleft lip, cleft palate, and hemifacial microsomia (Walker & Trainor, 2006). Most craniofacial tissues originate from the neural crest, a transient, multipotent cell population that is first observed during human embryogenesis at Carnegie stage 9 (Hackland et al., 2017). The cranial neural crest cells (CNCCs) migrate to different pharyngeal arches and eventually differentiate into a variety of tissue types (Szabo-Rogers, Smithers, Yakob, & Liu, 2010). The induction, migration, and differentiation of CNCCs require the cooperative activities of many signaling pathways and transcription factors (Schwend & Ahlgren, 2009; Everson et al., 2017; Everson, Fink, Chung, Sun, & Lipinski, 2018). Among the critical factors is the Distal-less homeobox (Dlx) gene family, which consists of six members (Dlx1- Dlx6) and are organized into three convergent pairs on the second chromosome of mice (Depew, Simpson, Morasso, & Rubenstein, 2005). 

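In the GENCODE M21 annotation of the mouse genome build GRCm38 (mm10), the 6 Dlx genes form 3 convergent pairs, 1 pair each on chromosomes 2, 6 and 11. Dlx1 (ENSMUSG00000041911) spans 71528113 to 71533981 on the forward strand of chromosome 2, and Dlx2 (ENSMUSG00000023391) spans 71543408 to 71546754 on its reverse strand, with 9426 bp between them. Dlx6 (ENSMUSG00000029754) spans 6863334 to 6868568 on the forward strand of chromosome 6, and Dlx5 (ENSMUSG00000029755) spans 6877805 to 6882085 on the reverse strand, 9236 bp away. Dlx3 (ENSMUSG00000001510) spans 95120119 to 95125296 on the forward strand of chromosome 11, and Dlx4 (ENSMUSG00000020871) spans 95140447 to 95146263 on the reverse strand, 15150 bp away. The longest coding transcript of each gene has 3 exons, with a coding length from 720 bp for Dlx4 to 996 bp for Dlx2. In maxillary processes of WT embryos at E12.5, the RNA-seq level of Dlx1, as TMM-scaled CPM, was 57.8 ± 6.48 (SD, n = 3). Dlx5 had 19.5 ± 7.47, Dlx3 15.5 ± 4.55 and Dlx6 6.14 ± 3.57 CPM (SD, n = 3 each). Dlx4 was close to background at 0.317 ± 0.255 CPM (SD, n = 3).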

Among the Dlx family transcription factors, Dlx2 is a very important candidate gene that regulates the differentiation and development of the first branchial arch.

During craniofacial development, Dlx2 is expressed in the epithelium and the CNCC-derived mesenchyme of the mandibular and maxillary processes (Depew et al., 2005; Jeong et al., 2012). Previous embryology studies have demonstrated that Dlx2 plays a crucial role in maxillary primordium development by regulating the differentiation and patterning of the maxillofacial skeleton. Both the Dlx2-null and overexpressing mice exhibited severe craniofacial malformation (McKeown, Newgreen, & Farlie, 2005; Jeong et al., 2012). Targeted Dlx2 mutation leads to malformations in CNCCs-derived skeletal tissues, which originate in the maxillary region and the proximal second branchial arch. Mice lacking the activities of both Dlx1 and Dlx2 (Dlx1/2^−/−^) exhibit abnormal upper jaw bone formation (Samee, de Vernejoul, & Levi, 2007) and cleft palate (Jeong et al., 2012). Studies have also shown that Dlx2 overexpression can induce neural crest cell (NCC) classification or aggregation (McKeown et al., 2005). Moreover, Dlx2 overexpression *in ovo* disrupts the migration and differentiation of the affected CNCCs and induces the development of ectopic bone components (Gordon, Brinas, Rodda, Bendall, & Farlie, 2010). Despite the extensive documentation of the phenotypes resulting from the gain or loss of Dlx2 function, which genes Dlx2 specifically regulates during craniomaxillofacial development and how the deregulation of these genes leads to developmental defects remain unclear.

Elucidation of the transcriptional regulatory functions of Dlx2 in craniomaxillofacial development requires animal models in which the Dlx2 level can be precisely modulated and in a tissue-specific manner. To this end, a mouse model (Wnt1Cre:iZEG-Dlx2) that overexpresses Dlx2 in NCCs from multi-copy transgenes has been previously constructed. The Wnt1Cre:iZEG-Dlx2 mice displayed decreased CNCCs proliferation and increased apoptosis, abnormal chondrogenesis, and disrupted osteogenesis, and exhibited a variety of clear developmental defects ranging from a cleft lip and midfacial clefts to neural tube defects and exencephaly, nasal and premaxillary hypoplasia, and spinal deformities (Dai et al., 2013; Dai et al., 2016; Dai et al., 2017). These findings suggest that Dlx2 overexpression in NCCs may be a pathological cause of facial fissures and kyphosis in mammals. However, the high copy-number transgenes result in a very high level of ectopic Dlx2 expression that may not reflect the Dlx2 dysregulation within the physiological contexts. Furthermore, the expression from the multi-copy, plasmid-based transgenes tends to be variable and unstable over time, which may be attributed to the instability of the transgenes and epigenetic silencing. In aggreement with this, the Wnt1Cre:iZEG-Dlx2 mice exhibited a less than 50% phenotypic penetrance rate of craniofacial dysplasia and significant phenotype variations (Dai et al., 2013). These developmental abnormalities gradually diminished after maintaining the iZEG-Dlx2 founder mice over multiple generations, thereby preventing the detailed characterization of the downstream transcriptional effects of Dlx2 overexpression. To overcome these limitations, a Dlx2 overexpression mouse model with more stable phenotypic manifestations and inheritance is needed.

In this study, we engineered a Rosa26 site-directed Dlx2 gene knock-in mouse model *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ that can be employed to achieve conditional Dlx2 overexpression. By crossing these mice with *wnt1* ^*cre*^ mice, we obtained *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice in which Dlx2 is stably overexpressed in the neural crest lineages. The *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice exhibit a stable cleft palate phenotype with 100% penetrance while dispalying minimal phenotypic variations among different mice. Further analyses revealed that the cleft palate phenotype could be readily observed on embryonic day 15.5 (E15.5). Hyaluronic Acid (HA) staining implied the impairment of maxillary process development prior to palate fusion. By performing bulk RNA-seq (RNA-sequencing) on wild-type (WT) and Dlx2-overexpressing E12.5 maxillary process, we demonstrated that Dlx2 overexpression by approximately 3-fold was sufficient to induce significant changes of thousands of genes within the maxillary processes, among which many genes are associated with critical developmental pathways. Taken together, our novel mouse model provides an important resource for elucidating the physiological and pathological functions of Dlx2 and elucidating the gene regulatory networks during craniofacial development.

## Materials and Methods

### Generation of the *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ Mouse Model

The *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ mouse model was developed by Shanghai Model Organisms Center, Inc(Shanghai, China). This model was generated using the CRISPR/Cas9 system in a C57BL/6J mouse background (Figure 1A). The sequence information used in the construction of the mouse model is NM_010,054.2→NP_034,184.1 homeobox protein DLX-2. The knockin site was Gt (ROSA)26Sor (MGI number: 104,735). The chromosome position of the Rosa26 gene is in Chromosome 6: 113,067,428–113,077,333 reverse strand.

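The annotation of GRCm38 (GENCODE M21) lists this locus as Gt(ROSA)26Sor (ENSMUSG00000086429), an antisense non-coding gene with 4 transcripts, on chromosome 6 from 113067428 to 113077333. Its neighbor Setd5 (ENSMUSG00000034269) starts 31 bp beyond it on the forward strand and extends from 113077365 to 113153435. On the other side, the forward-strand gene Thumpd3 (ENSMUSG00000030264), from 113046225 to 113068273, overlaps it by 846 bp, and 8.6% of the exon sequence of Gt(ROSA)26Sor overlaps another gene. In maxillary processes of WT embryos at E12.5, RNA-seq gave 17.2 ± 1.36 CPM for Gt(ROSA)26Sor (SD, n = 3).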

**FIGURE 1:**
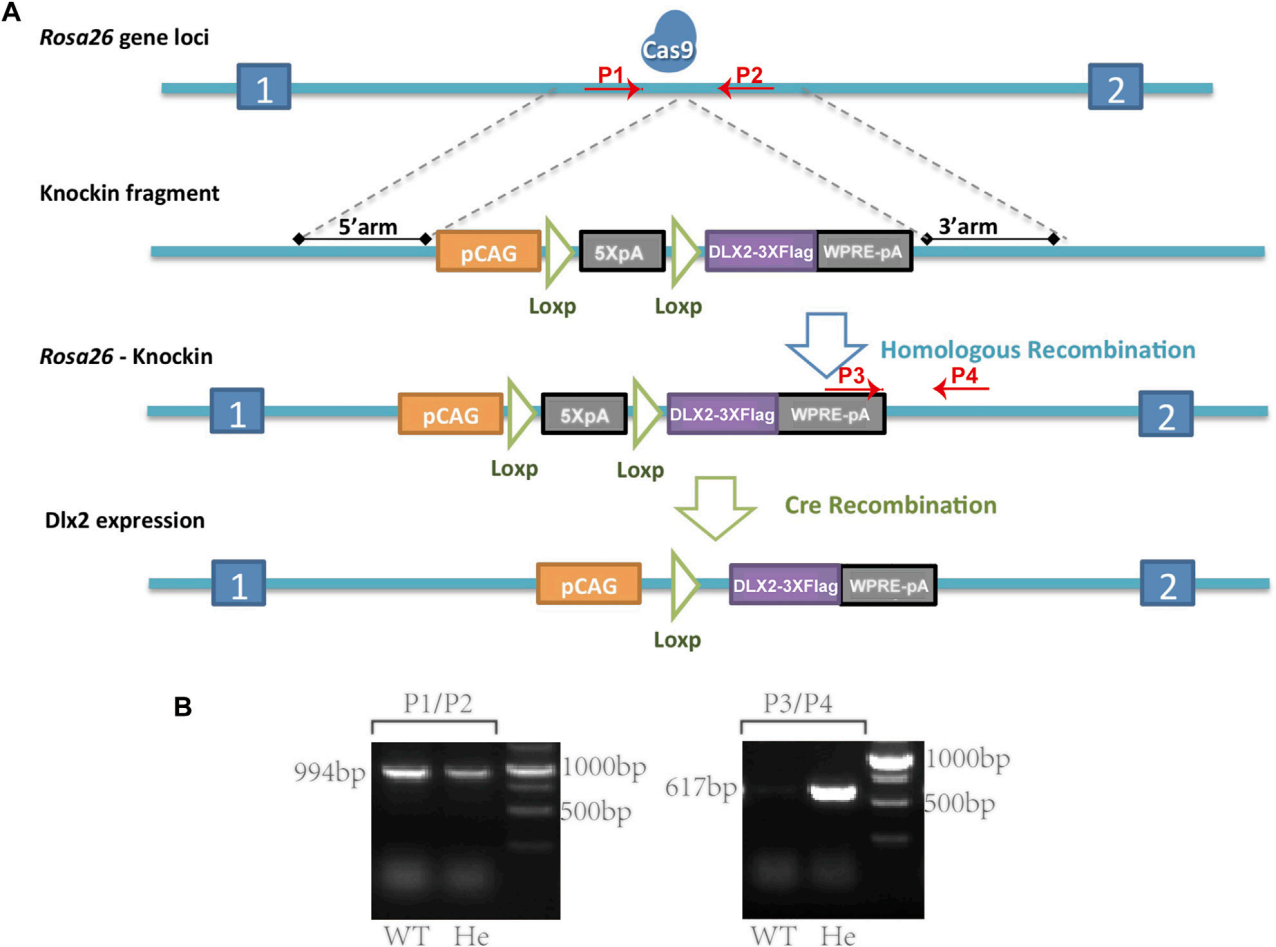
A *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ mouse model for conditional Dlx2 overexpression **(A)** Cartoons illustrate the design strategy for conditionally overexpressing Dlx2 by breeding *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ mice with Cre mice **(B)** In WT mice (P1, P2) generated a 994 bp band, whereas (P3, P4) did not generate a PCR product. In heterozygous mice (P1, P2) amplified a 994 bp PCR product, while (P3, P4) amplified a smaller PCR product of 617 bp. Cas9, CRISPR/Cas9 system; pCAG, CAG promoter; 5XpA, 5X PolyA (containing STOP cassette); DLX2-3XFlag, coding sequence of Dlx2 with 3X flag; WPRE-pA, woodchuck hepatitis virus post-transcriptional regulatory element (WPRE)-bGH polyA; WT, wild-type; He, heterozygote.

Briefly, a targeting vector containing the following components was constructed: CAG-LSL-Dlx2-3xFlag-woodchuck hepatitis virus post-transcriptional regulatory element (WPRE)-bGH poly(A). Cas9 mRNA was *in vitro* transcribed with the mMESSAGE mMACHINET7 Ultra Kit (Ambion, TX, United States) according to the manufacturer’s instructions, and subsequently purified using the MEGAclear™ Kit (ThermoFisher, United States of America). 5′-GGG​GAC​ACA​CTA​AGG​GAG​CT-3′ was chosen as Cas9 targeted guide RNA (sgRNA) and *in vitro* transcribed using the MEGAshortscript Kit (ThermoFisher, United States) and subsequently purified using MEGAclear™ Kit. The donor vector with sgRNA and Cas9 mRNA was microinjected into C57BL/6J fertilized eggs. F0 generation mice positive for homologous recombination were identified by long PCR. The primers (P1-P4) used for genotyping the correct homology recombination were P1: 5′-GCC​GGG​CCT​CGT​CGT​CT-3′ and P2: 5′-TTT​TTG​GGG​GTG​ATG​GTG​GTC-3′ for the correct 5′ homology arm recombination, and P3: 5′-CTG​CGC​GGG​ACG​TCC​TTC​TGC​TAC-3′ and P4: 5′-GGG​ATC​CAT​TGC​CAC​CTT​TCA​CTT-3′ for the correct 3′ homology arm recombination. The PCR products were further confirmed by sequencing. F0 mice were crossed with C57BL/6J mice to obtain *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ heterozygous mice.

After the *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ mouse model was generated, the primer sequences used for genotype identification were P1: 5′-TCA​GAT​TCT​TTT​ATA​GGG​GAC​ACA-3′, P2: 5′-TAA​AGG​CCA​CTC​AAT​GCT​CAC​TAA-3′, P3: 5′-GGT​GTT​GTC​GGG​GAA​ATC​ATC​GTC-3′ and P4: 5′-AGG​AGC​CTG​CCA​AGT​AAC-3’. The primer pairs (P1, P2) and (P3, P4) were amplified separately. In WT mice, only (P1, P2) amplified a PCR product of 994bp, whereas (P3, P4) should not give rise to any PCR product. In heterozygous mice, (P1, P2) amplified a PCR product of 994bp, while (P3, P4) amplified a smaller PCR product of 617bp (Figure 1B).

### Wild-Type Mouse

WT C57BL/6J mice were purchased from Shanghai Jihui Laboratory Animal Care Co.Ltd.(Shanghai, China). All mice were maintained under SPF conditions at the Animal Center of the Ninth People’s Hospital affiliated to Shanghai Jiao Tong University School of Medicine. All animal experiments were performed by following protocols approved by the Animal Care and Usage Committee of the Ninth People’s Hospital affiliated to Shanghai Jiao Tong University School of medicine.

### Skeletal Staining

After removing the skin, internal organs, and back fat on the day of birth, the mice were treated with 95% ethanol overnight and stained with Alcian Blue at 37°C for 42 h. Following shaking and washing twice with 95% ethanol for 1 h and 2% KOH digestion for 2.5 h, the mice were stained with Alizarin Red for 1 h, digested with 1% KOH for 1 day, soaked in gradient glycerol until there were no bubbles, and photographed.

### Histology and Immunofluorescence staining

Entire heads of E15.5 and E13.5 mice embryos were surgically dissected. Following fixation in 4% paraformaldehyde and gradient dehydration in ethanol, the tissues were embedded in paraffin and sections at a thickness of 8 µm were cut and stained with Hematoxylin and Eosin (HE). Immunofluorescence staining was performed with anti-Dlx2 polyclonal antibody (ab272902, Abcam, United States, 1:250), anti-DDDDK tag antibody (ab205606, Abcam, United States, 1:200), goat secondary antibody to rabbit IgG (ab150077, Abcam, 1:500) following a previously described protocol (Ha, Sun, Bian, Wu, & Wang, 2022). Images were captured using an Olympus IX83 inverted microscope.

### HA Staining

The head sections of E13.5 WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice were dewaxed to water and a HA staining kit (g3710, Solarbio, China) was used for HA staining. Following hyaluronidase treatment for 3 h, the treated sections were soaked with Alcian Blue for 30 min, counterstained with nuclear solid red for 30min, dehydrated and transparent, air dried, and sealed with neutral gum.

### *In situ* Hybridization

*In situ* hybridization was performed on head tissue sections of mouse embryos to detect the Dlx2 transcript levels using the RNAscope^®^ 2.5HD Reagent Kit- RED (322,350, ACDbio, California, US) and the RNAscope^®^ Probe-Mm-DLX2 (555,951, ACDbio, California, US) according to the manufactor’s instructions. Briefly, the slides were incubated twice at room temperature in xylene and then also 100% ethanol, incubated with the RNAscope^®^ hydrogen peroxide, and washed with distilled water. The slides were then transferred to 99°C RNAscope^®^ 1× Target Retrieval Reagent for 15 min. Following rinsing and ethanol, the slides were incubated in RNAscope^®^ protease Plus at 40°C for 30 min. The RNAscope^®^ Probe-Mm-DLX2 probe was applied and the slides were incubated at 40°Cfor 2 h. The slides were incubated in six amplifiers reagents in turn at toom temperature and washed with 1× wash buffer during each interval. Each section was incubated with sufficient RED working solution prepared using a 1:60 ratio of RNAScope Fast RED-B to RNAScope Fast RED-A. The slides were stained with hematoxylin and mounted.

### Bulk RNA-Seq and Data Analysis

Total RNA was extracted using Trizol from freshly dissected E12.5 maxillary prominence tissues from six littermates. For each genotype (WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^), three independent RNA samples were prepared. RNA purity was tested using the kaiaoK5500^®^ Spectrophotometer (Kaiao, Beijing, China). RNA integrity and concentration were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, United States of America). For each sample, 2 μg total RNA was used as input material for the library preparations. Sequencing libraries were generated using the NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (#E7530L, NEB, United States of America) following the manufacturer’s recommendations and index codes were added to attribute sequences to each sample. The ligated products were retrieved and PCR amplification was performed to generate sequencing libraries. The RNA concentration of the library was determined using the Qubit^®^ RNA Assay Kit in Qubit^®^ 3.0 to preliminary quantify and then dilute to 1 ng/μL. The insert size was assessed using the Agilent Bioanalyzer 2100 system (Agilent Technologies), and the qualified insert size was accurately quantified using a StepOnePlus™ Real-Time polymerase Chain Reaction (PCR) System. The clustering of the index-coded samples was performed on a cBot cluster generation system using HiSeq PE Cluster Kit v4-cBot-HS (Illumina) according to the manufacturer’s instructions. Following cluster generation, the libraries were sequenced on an Illumina HiSeq X ten platform and 150 bp paired-end reads were generated. The raw reads of RNA-seq libraries were filtered by removing adaptor sequences, contamination, and low-quality (Phred quality <20) reads. Reads quality was assessed using FastQC. Sequenced reads were mapped to the mm10 genome using STAR aligner version 2.7.3a. Reads were counted using htseq-count version 0.12.4 at the union mode. Comparison between the RNA-seq datasets was performed using the DESeq2 package in R. Differentially expressed genes were defined as genes with a Benjamini–Hochberg adjusted *p*-value (padj) of <0.05 and log2 expression fold change (log2FC) > 1 or < −1. Enrichment analysis and visualization of functional profiles (GO and KEGG) of differentially expressed genes were performed using the clusterProfiler package in R.

### Quantitative Real-Time PCR

Total RNA was extracted using the RNeasy Mini Kit (Qiagen, Valencia, CA, United States of America) from freshly dissected E12.5 maxillary prominence tissues from six littermates, following the manufacturer’s instructions. For each genotype (WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^), three independent RNA samples different from the Bulk RNA-seq were prepared. The reverse transcriptase reaction was performed using the Hifair III first Strand cDNA Synthesis SuperMix for qPCR (11137ES60, Yeasen, China). Fluorescence-based real-time PCR was performed with Hieff qPCR SYBR Green Master Mix (11201ES08, Yeasen, China). The primer sequences were derived from gene sequences available through the PrimerBank or NCBI (Table 1). The relative expression was calculated for each gene by the 2−∆∆Ct method, normalized against β-actin expression, and presented as fold changes relative to the control. All analyses were performed in triplicate. Statistical analysis was performed using an appropriate Student’s t-test when two values were being compared, with *p* < 0.05 considered as significant.

**TABLE 1:** List of primer sets used for RT-qPCR.

Genes	Forward	Reverse
β-actin	CAT​TGC​TGA​CAG​GAT​GCA​GAA​GG	TGC​TGG​AAG​GTG​GAC​AGT​GAG​G
Dlx2	AAC​CAC​GCA​CCA​TCT​ACT​CC	CGC​TTT​TCC​ACA​TCT​TCT​TGA
Msx2	ATC​CCA​GCT​TCT​AGC​CTT​GGA	GAC​AGG​TAC​TGT​TTC​TGG​CGG
Axin2	AAC​CTA​TGC​CCG​TTT​CCT​CT	CTG​GTC​ACC​CAA​CAA​GGA​GT
Ctnna2	ACAAAGGTCCGTCTGGTA	TCC​TTA​GCG​ATC​TGC​TCA​C
Hoxd1	AGT​CCC​ATC​AAA​TCT​GGC​CG	TTC​AAA​GGT​GGG​GAG​CAG​TC
Wnt3a	GGT​CTA​CTA​CGA​GGC​CTC​AC	CAT​CTA​TGC​CAT​GCG​AGC​TC

## Results

### A *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ Mouse Model for Conditional Dlx2 Overexpression

Conditionally overexpressing Dlx2 in NCCs using a high copy-number transgenic mouse model (*Wnt1* ^*Cre*^:iZEG-Dlx2) led to a wide range of craniofacial abnormalities, from cleft lip to neural tube defects and exencephaly. These developmental defects with different severity may be attributed to the variable, and possibly leaky Dlx2 expression from the high copy-number transgenes. To avoid this technical problem and more explicitly address the effect of Dlx2 overexpression on craniofacial development, we constructed a new transgenic mouse model in which a CAG-LSL-Dlx2 expression cassette was inserted into the endogenous Rosa26 locus (*Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^) (Figure 1). The *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ mice were bred with *wnt1* ^*cre*^ mice to obtain *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice, which specifically overexpressed Dlx2 in neural crest-derived cells.

### Temporal Dlx2 Expression Pattern Confirms Its Overexpression in the Early-Stage Development of Maxillary Prominences

To further clarify the Dlx2 overexpression, we examined the temporal Dlx2 expression pattern during the early-stage development of maxillary processes from E9.5 to E13.5 (Figure 2).

**FIGURE 2:**
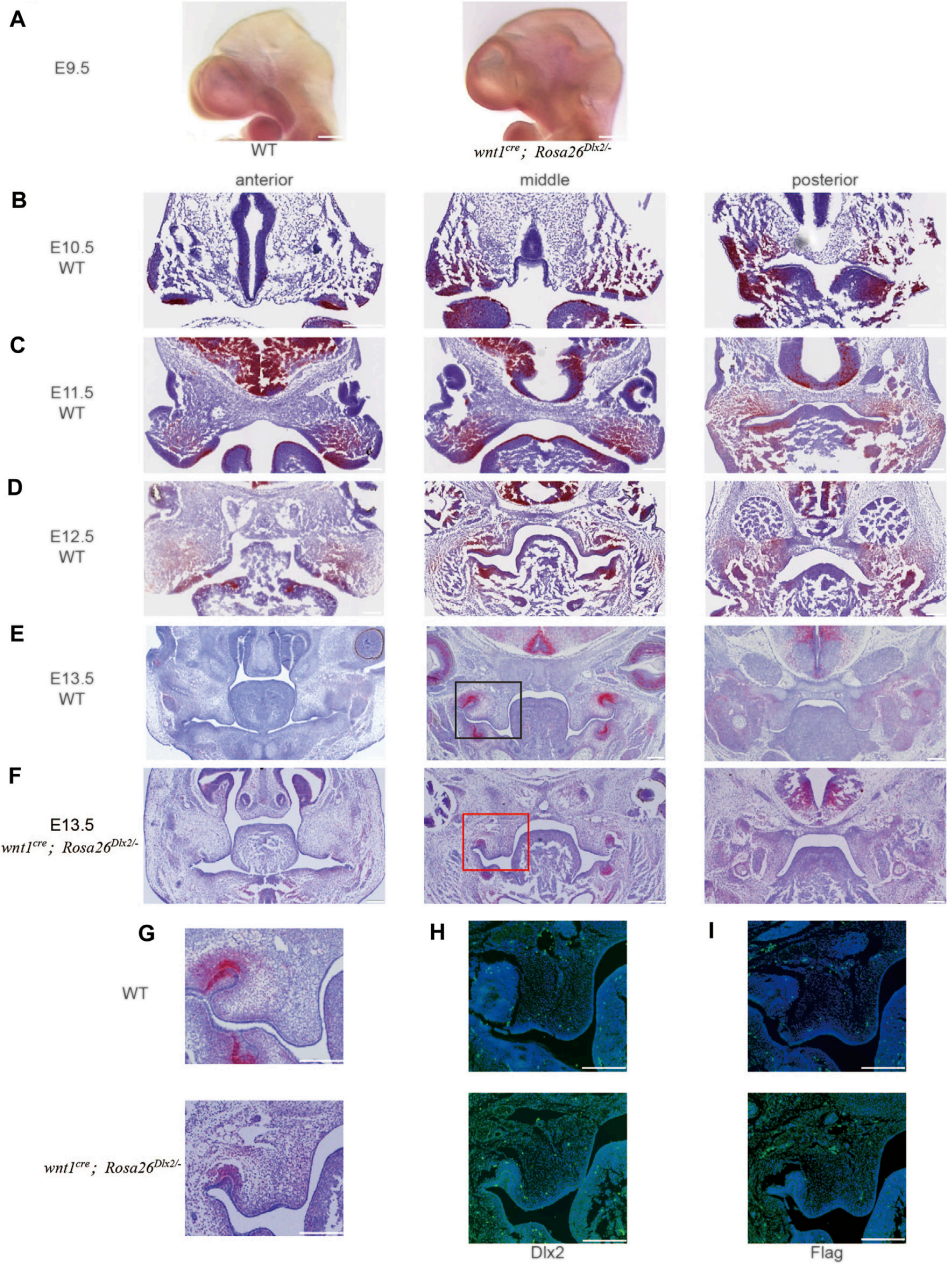
The temporal Dlx2 expression pattern during the early-stage development of maxillary processes from E9.5 to E13.5 **(A)** The whole *in situ* hybridization of E9.5 WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mouse head **(B-E)** *In situ* hybridization on the head tissue sections of E10.5 **(B)**, E11.5 **(C)**, E12.5 **(D)**, and E13.5 **(E)** WT embryos and the temporal Dlx2 expression pattern. Note that Dlx2 expression is largely diminished at E13.5 **(F)** *In situ* hybridization on the head tissue sections of E13.5 *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mouse embryo depicts Dlx2 overexpression in maxillary processes **(G)** Enlarged picture of the box area in **E** and **F (H)** Dlx2 immunofluorescence staining of E13.5 WT (up) and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ (down) mouse maxillary processes **(I)** Flag immunofluorescence staining of E13.5 WT (up) and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ (down) mouse maxillary processes. Bar, 200um.

In the whole *in situ* hybridization of E9.5 mouse head, it can be seen that the expression amount and expression range of Dlx2 in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice were increased (Figure 2A). *In situ* hybridization on head tissue sections of E10.5, E11.5, E12.5, and E13.5 WT mouse embryos revealed that Dlx2 was expressed in the epithelium and mesenchyme of the upper and lower jaws of the first branchial arch. At E10.5, the Dlx2 expression was readily detected in the distal region of both the maxilla and mandible of the first branchial arch (Figure 2B). At E11.5, concurrent with the rapid growth of the maxillary prominence, the Dlx2 expression level exhibited a significant elevation compared to that at E10.5. At the same time, the region exhibiting Dlx2 expression extended to the proximal end of the maxilla, occupying a large fraction of the maxillary prominences (Figure 2C). Interestingly, at E12.5, the Dlx2 expression level and area both exhibited a marked reduction (Figure 2D). Dlx2 expression was largely diminished at E13.5 (Figure 2E). Together, these observations revealed that Dlx2 expression in cranial neural crest-derived mesenchyme is largely restricted to E10.5 and E11.5, suggesting that Dlx2 may play a role in promoting the early-stage development of maxillary prominences. These findings also suggest that the ectopic Dlx2 overexpression in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice may influence the developmental trajectory of the palate from E12.5 on, when endogenous Dlx2 has been largely downregulated. Compared with E13.5 WT mice, the Dlx2 transcript level in E13.5 *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice was increased (Figure 2FG). We also performed immunofluorescence staining of Dlx2 and Flag in the maxillary process of E13.5 mice (Figure 2H,I). Dlx2 was also overexpressed at the protein level, which was consistent with the results of *in situ* hybridization.

### NCC-specific Dlx2 Overexpression Using the Rosa26 Locus Knock-In Mouse Model Leads to a Stable Cleft Palate Phenotype

We carefully examined the craniomaxillofacial abnormalities caused by Dlx2 overexpression using this new Rosa26 knock-in model. On the day of birth (P0), *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice exhibited markedly shorter maxilla compared to their WT littermates, rendering the lips unable to close (Figure 3A). *Wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice also displayed cleft palate (Figure 3B, black arrow), which is consistent with the previously reported phenotypes of *Wnt1* ^*Cre*^:iZEG-Dlx2 mice. Interestingly, the midfacial cleft phenotype associated with the Wnt1Cre:iZEG-Dlx2 mice was not observed in any P0 *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice. Instead, the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice consistently exhibited a tiny cleft in the upper lip (Figure 3A, white arrow), considering the phenotype of previous mouse models, the manifestation of the midfacial cleft may dependent on the dose of the Dlx2 expression.

**FIGURE 3:**
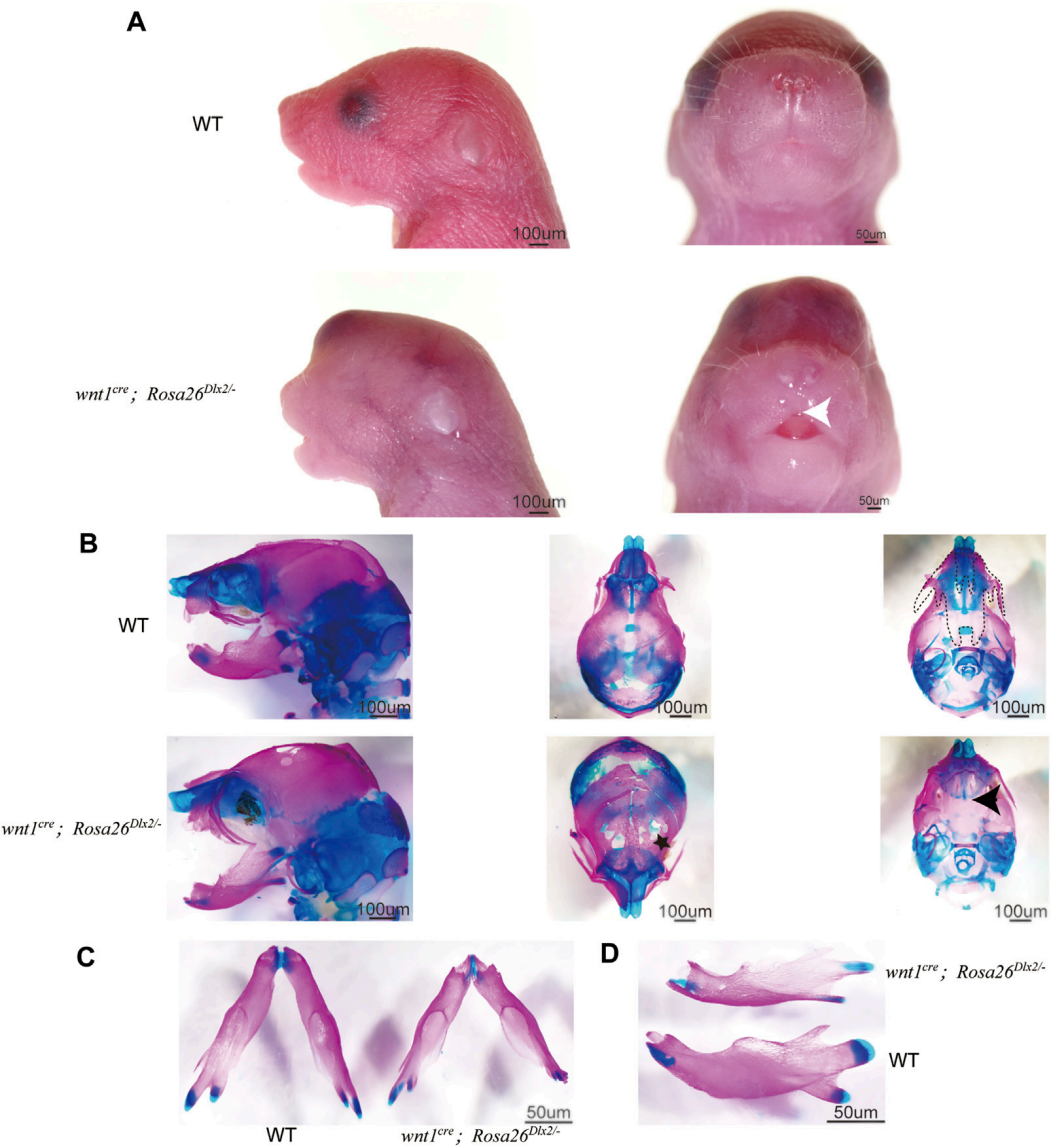
Phenotype of *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice at P0 **(A)** Stereo microscope images of P0 WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice. *Wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice exhibit a markedly shorter maxilla, a tiny cleft in the upper lip, abnormal eye development, and soft tissue bulges on the head **(B-D)** Skeletal staining of P0 WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice shows a range of evident craniofacial abnormality in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice **(B)** *Wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice exhibited a partial defect of the skull and parietal bones in addition to the short maxilla and cleft palate **(C)** *Wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice exhibit a shortened mandible **(D)** The temporomandibular joints of the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice are abnormally developed. The joint heads are smaller and the articular cartilage is insufficient. The dotted line shows the range of maxilla and palatine, excluding the premaxilla. Black arrows indicate cleft palate, the white arrow points to the tiny cleft in the upper lip, and the black star indicates the partial defect of the frontal bones.

In addition to the short maxilla and cleft palate, the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice displayed abnormal eye development and soft tissue bulges on the head (Figure 3A). Skeletal staining of P0 *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice revealed a partial defect of the frontal bones (Figure 3B, black star), suggesting that the swelling of the head tissues and the bulging out of the brain could be attributed to defects in skeletal development. The mandible of *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice was also shortened to some extent (Figure 3C,D). Moreover, the temporomandibular joints of the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice were abnormally developed, with smaller joint heads and reduced articular cartilage (Figure 3D). These observations on P0 *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice are correspond with the previous reports that the three-month-old *Wnt1* ^*Cre*^:iZEG-Dlx2 mice exhibited postnatal condyle malformation, subchondral bone degradation, and an irregular histological structure of the condylar cartilage (Dai et al., 2016), suggesting that Dlx2 plays critical roles in regulating condyle development during embryogenesis. Together, these results revealed that Dlx2 overexpression exerts a profound effect on a diverse array of neural crest-derived craniofacial skeletal tissues.

Of particular note, we found that all six P0 *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice from three litters of newborn mice (22 in total) across three generations exhibited highly consistent craniofacial abnormalities, including short maxilla and cleft palate. Such a nearly homogeneous phenotypic manifestation demonstrates the stability of our mouse model. The *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mouse model enables further elucidation of Dlx2 function in the regulation of craniofacial development with greater spatiotemporal precision.

### Conditional Dlx2 Overexpression in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ Mice Caused Cleft Palate by Affecting Maxillary Growth and Uplift

We next focused on understanding how Dlx2 overexpression in neural crest-derived mesenchymal cells affects the development of maxillary processes and causes short maxilla and cleft palate. We examined the morphology of maxillary processes of *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mouse embryos at different developmental stages. At E15.5, all four *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ embryos from three litters (17 in total) across three generations displayed a depression-like cleft in the palate (Figure 4A, black arrow; Figure 4B), which penetrates the anterior and posterior of the palate. Notably, the tongue of E15.5 *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mouse embryos also appeared towering (Figure 4B, white star). Such a phenotype may be due to the changes in the pressure of the palate, which caused the tongue to fill the space of the cleft.

**FIGURE 4:**
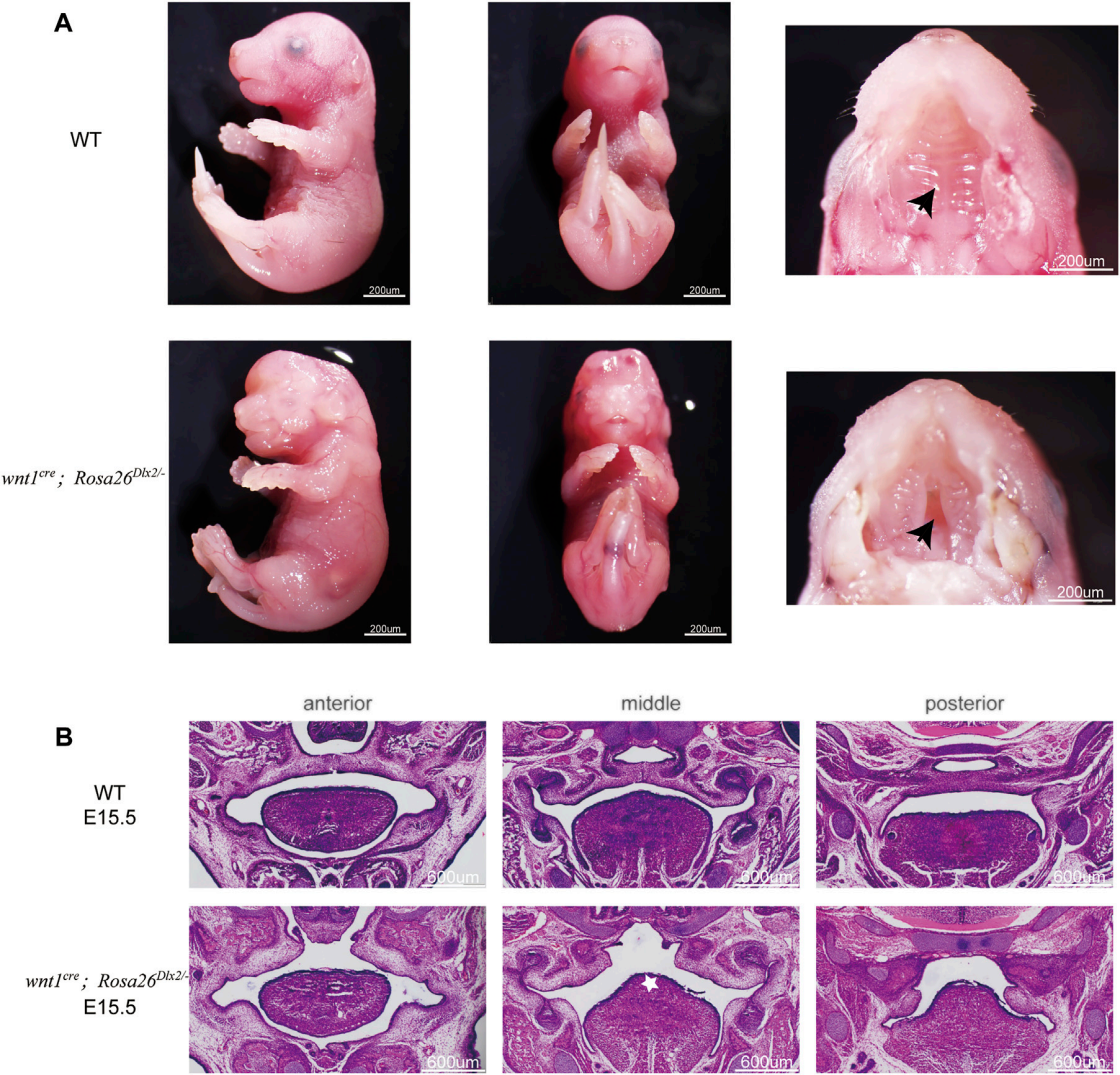
Phenotype of *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice at E15.5 **(A)** Stereo microscope images showing the cleft (black arrow) in the palate at E15.5 **(B)** HE staining of frontal sections showing the morphology of maxillary processes of WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mouse embryos at E15.5. *Wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ embryos display a cleft in the palate. White star indicates the towering tongue.

We next investigated whether the cleft palate in E15.5 *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ embryos resulted from defective palate fusion or maxillary growth. Because the palate fusion in mouse embryos occurs at E14.5, we compared the morphology of E13.5 *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice embryos with their WT littermates. At E13.5, the maxillary processes of the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice were markedly smaller than those of the WT (Figure 5A, black star). These findings collectively suggested that the cleft palate phenotype in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice cannot be solely attributed to defective palatal adhesion and fusion. Rather, the conditional Dlx2 overexpression already led to abnormal development of the maxillary process during the vertical outgrowth stage.

**FIGURE 5:**
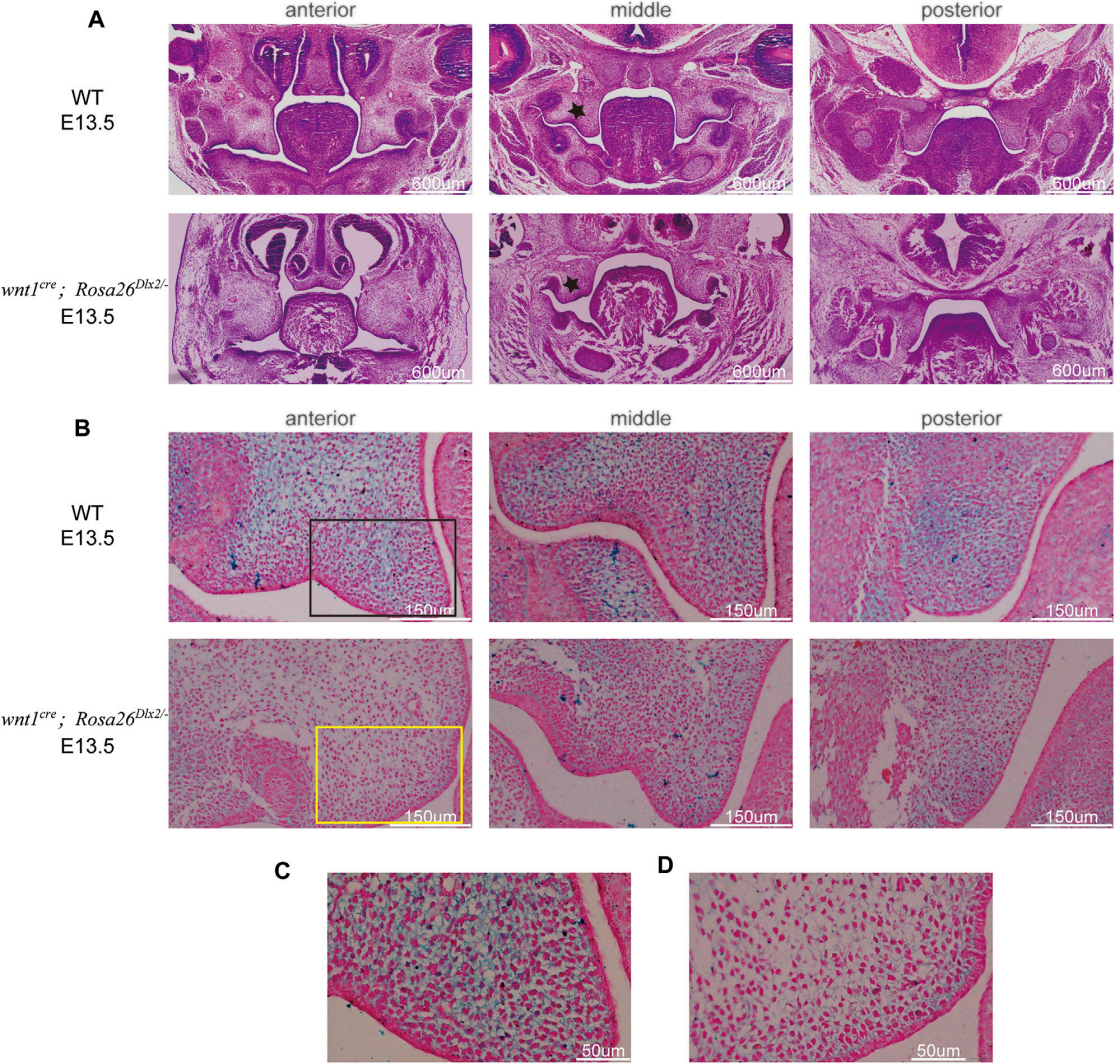
Conditional Dlx2 overexpression in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice caused cleft palate by affecting maxillary growth and uplift **(A)** HE staining of frontal sections showing the morphology of maxillary processes of WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mouse embryos at E13.5. The maxillary processes of the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice are smaller than those of WT. Black stars indicate the maxillary processes **(B)** HA staining of the right maxillary process at E13.5 showing HA expression in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice is decreased compared with WT mouse embryos **(C,D)** Locally enlarged palatal process sections display that HA fails to fill the ECM space and cell density is decreased in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mouse embryos **(C)** Enlarged picture of the black box area in **B (D)** Enlarged picture of the yellow box area in **B**.

We used HA staining to analyze its accumulation. At E13.5, HA expression in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice was decreased compared with WT mouse embryos (Figure 5B). Of note, in the anterior and middle regions of the palatal process of *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice, HA downregulation was more marked. The palatal process sections of WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice stained with HA were locally enlarged to observe HA expression and cell density (Figure 5C,D). We found that WT mouse palatal mesenchymal extracellular matrix (ECM) was filled with HA. By constrast, in the palatal process of *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice, HA failed to fill the ECM space. In addition, an decrease in cell density was observed in the palatal process of *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice, indicating that the number of cells decreased and the growth of palatal process was damaged. Therefore, it is reasonable to propose that the mutation resulted in downregulation HA expression, which affects the filling of extracellular stroma of palatal process cells, leading to insufficient uplift of palatal process. In addition, the decrease in the number of mesenchymal cells leads to insufficient growth of palatal process tissue, and finally results in problems in the lifting and fusion of palatal process.

### Dlx2 Overexpression Causes Profound Gene Expression Changes During the Development of Maxillary Processes

We reasoned that Dlx2 overexpression may disrupt the complex gene expression programs during craniofacial development, thereby causing craniofacial defects. The *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice that exhibited consistent and synchronized cleft palate phenotype enable us to profile the impact of Dlx2 overexpression on the transcriptome of mouse maxillary processes.

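RNA from E12.5 maxillary processes was sequenced in 6 samples, 3 of WT and 3 of wnt1cre; Rosa26Dlx2/- embryos (Dlx2OE). The authors mapped the reads to the mouse genome build mm10 and deposited the number of read pairs counted on each gene, without normalization. The files list 53801 genes by Ensembl identifier, of which 53706 are in GENCODE M21, the annotation used here for symbols and positions. Between 30332754 and 31308813 read pairs were counted on genes in the WT samples (median 31204912), and between 26155500 and 30570784 in the Dlx2OE samples (median 29446773). The smallest level taken as detectable was 3 counts, or 0.0955 to 0.111 CPM with the TMM-scaled totals of the tested genes. Genes with too few counts for a test were removed with edgeR's filterByExpr, which left 17514 genes. Expression levels are given as CPM scaled by the TMM method. The genotypes were compared with edgeR's quasi-likelihood test, without covariates, and p-values were adjusted by the Benjamini-Hochberg method. As in the paper's methods, a gene was called upregulated or downregulated at an adjusted p under 0.05 and a log2 fold change above 1 or below -1. For single genes, an exact two-sided permutation test of 3 samples against 3 cannot give a p below 0.1.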

We surgically isolated maxillary processes from E12.5 WT or *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ embryos and performed bulk RNA-seq on three independent biological replicates for each genotype. The individual RNA-seq replicate exhibited a high degree of correlation with those of the same genotype, while correlating less well with the replicates of the different genotype, indicating the good quality of our RNA-seq datasets (Figure 6A). 

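Pearson correlations between samples were computed across the 17514 genes on log2 CPM, so they describe genes within these libraries. The 3 pairs of WT samples correlated at 0.979 to 0.987 (mean 0.983), and the 3 pairs of Dlx2OE samples at 0.964 to 0.987 (mean 0.975). The 9 pairs of samples of different genotypes correlated at 0.952 to 0.972 (mean 0.962). Every pair of WT samples exceeded every pair of different genotypes, whereas 4 of the 9 mixed pairs exceeded the lowest Dlx2OE pair. The mean within genotypes exceeded the mean between them by 0.0167, more than under any other division of the samples into 3 and 3 (exact one-sided permutation test, p = 0.1, the smallest p possible). Restricting the correlation to the 500 most variable genes widened this difference to 0.269. It narrowed to 0.0138 with Spearman correlation, 0.0123 with variance-stabilized values and 0.00626 with no filter on low counts. The first principal component separated the genotypes and held 47.7% of the variance, and the second held 23.3%.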

Analysis of the RNA-seq data revealed that Dlx2 was upregulated by approximately 3-fold in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ than in WT. Moreover, Msx2, a transcription factor that is known to be a transcriptional target for Dlx2 (Sun, Liu, Li, Dai, & Wang, 2015; Dai et al., 2017; Zeng, Wang, Dong, Ma, & Liu, 2020), also exhibits a 3-fold upregulation upon Dlx2 overexpression (Figure 6B). 

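Dlx2 had 1255, 1056 and 1409 counts in the WT samples and 3521, 4102 and 3336 counts in the Dlx2OE samples. Its level was 41 ± 5.3 CPM in WT and 124 ± 5.96 CPM in Dlx2OE (SD, n = 3 each). The log2 fold change was 1.60 (standard error 0.118, adjusted p = 0.00241 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 3.03-fold increase. The 2 genotypes did not overlap (exact permutation test, p = 0.1). With each sample left out in turn, the log2 fold change stayed between 1.49 and 1.66. Correction for gene length and GC content moved it to 1.67. The counts cover endogenous and transgenic transcripts together where they share sequence. The paper describes the inserted Dlx2 as its coding sequence, which is 996 of the 2473 bases of the longest coding transcript. Reads from the insert can thus fall on only part of the counted gene. If they account for the rise, the 3.03-fold increase in counts understates the rise in coding transcripts.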

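Msx2 (ENSMUSG00000021469) lies on the reverse strand of chromosome 13 of GRCm38 from 53466884 to 53473074. Counts were 171, 255 and 310 in WT and 1063, 765 and 489 in Dlx2OE. Its level rose from 8.08 ± 2.08 CPM in WT to 26.1 ± 9.04 CPM in Dlx2OE (SD, n = 3 each). This is a log2 fold change of 1.69 (standard error 0.289, adjusted p = 0.0211 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 3.23-fold, and the genotypes did not overlap. Leaving out each sample in turn gave log2 fold changes from 1.38 to 1.90, and the adjusted p stayed under 0.05 in 3 of the 6 fits, with a largest value of 0.0992.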

The Msx2 expression in E12.5 maxillary process was confirmed by qPCR (Figure 6H), which was consistent with the bulk RNA-seq results. Collectively, these results demonstrate the efficacy of the Dlx2 overexpression in our novel mouse model and its value in elucidating the functions of Dlx2.

**FIGURE 6:**
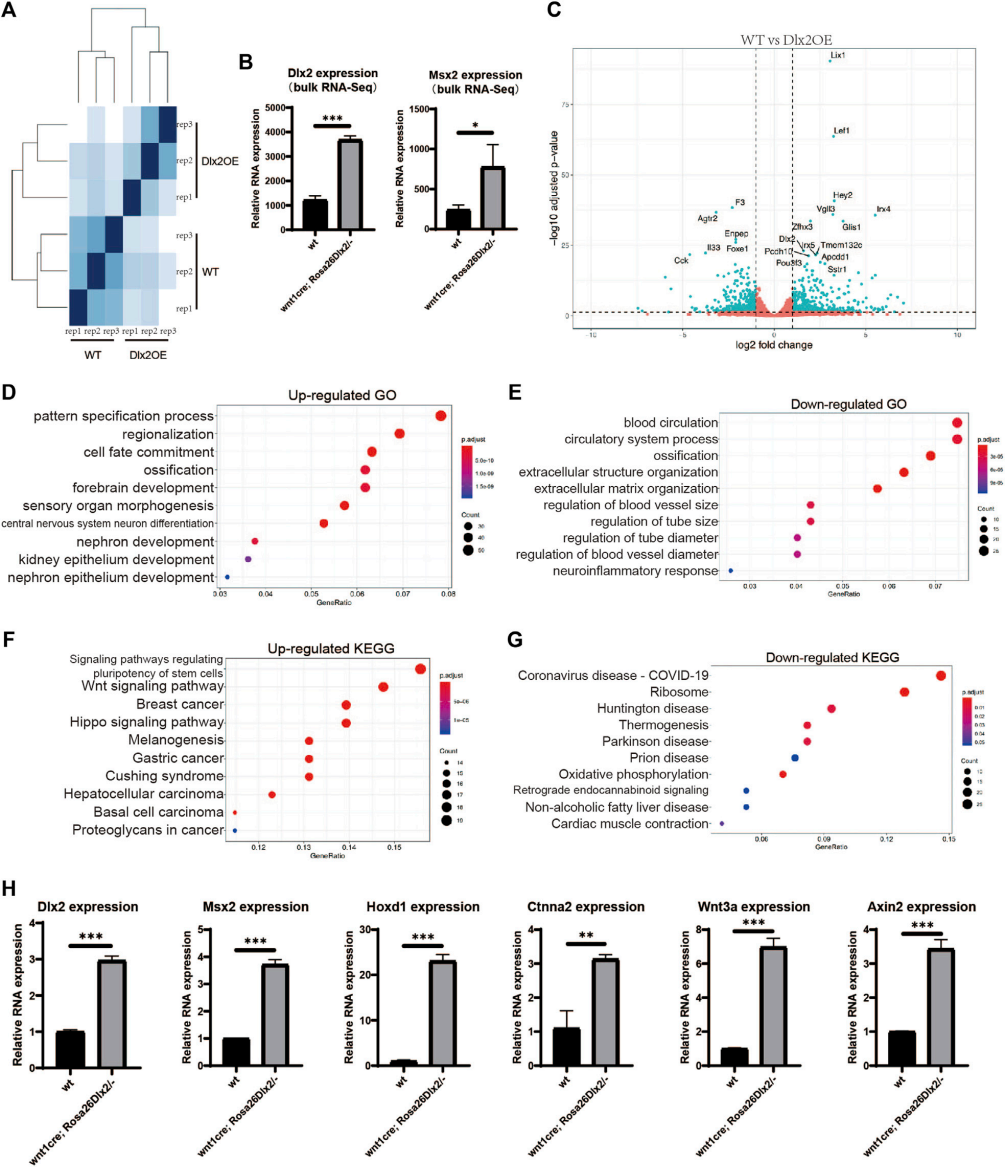
Bulk RNA-seq of the maxillary processes from E12.5 WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ embryos **(A)** Sample distances matrix showing the correlation between RNA-seq replicates **(B)** Bar graphs showing the Dlx2 and Msx2 expression levels in WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ samples according to bulk RNA-seq. **(C)** Volcano plots show differentially expressed genes between WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ samples **(D,E)** GO enrichment analysis of genes significantly upregulated or downregulated in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ **(F,G)** KEGG pathway enrichment results for genes significantly upregulated or downregulated in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ **(H)** Bar graphs show the Msx2, Hoxd1, Ctnna2, Wnt3a and Axin2 expression levels in WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ samples according to qPCR.

Comparison between the bulk results of *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ and WT mice revealed that 2428 genes exhibited significant expression changes, of which 447 genes were significantly upregulated and 440 genes were significantly downregulated (Figure 6C). 

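Of the 17514 genes tested with edgeR, 1130 had an adjusted p under 0.05. Among them, 262 were called upregulated and 284 downregulated. DESeq2, the tool named in the paper's methods, gave 2428 genes with an adjusted p under 0.05, of which 447 were upregulated and 440 downregulated. The 2 tools shared 248 upregulated and 268 downregulated genes. The number of genes depended strongly on the samples: with each sample left out in turn, from 79 to 2091 genes had an adjusted p under 0.05. Of the 30 genes that the paper names in its text or labels in Fig. 6C, 29 had enough counts to be tested, and 19 of these were higher and 10 lower in Dlx2OE. An adjusted p under 0.05 was reached by 27 of them when adjusted over all genes and by 29 when adjusted over the list alone, which consists of genes that the paper selected from the same samples. In 28 of the 29 the genotypes did not overlap, where chance gives 10%.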

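Lef1 (ENSMUSG00000027985, chromosome 3 of GRCm38, 131110471 to 131224356) rose from 14 ± 0.72 CPM in WT to 131 ± 28.2 CPM in Dlx2OE (SD, n = 3 each). Its log2 fold change was 3.23 (standard error 0.168, adjusted p = 0.000493 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 13.7% of its exon sequence overlaps another annotated gene. Irx4 (ENSMUSG00000021604, chromosome 13, 73260479 to 73269608) had 11, 8 and 16 counts in WT and 811, 308 and 419 in Dlx2OE. Its log2 fold change was 5.49 (standard error 0.470, adjusted p = 0.00354 from the same edgeR test). Pou3f3 (ENSMUSG00000045515, chromosome 1, 42695768 to 42703176) rose from 46.1 ± 4.28 CPM to 161 ± 38.9 CPM (SD, n = 3 each), a log2 fold change of 1.80 (standard error 0.185, adjusted p = 0.00552 from the same edgeR test). Each of the 3 genes kept an adjusted p under 0.05 in edgeR's test with any single sample left out. Ordered by p among the 262 upregulated genes, Lef1 came at position 2, Irx4 at 8 and Pou3f3 at 16. Ordered by log2 fold change, Irx4 came at position 7, Lef1 at 41 and Pou3f3 at 148.

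**Figure D1:**
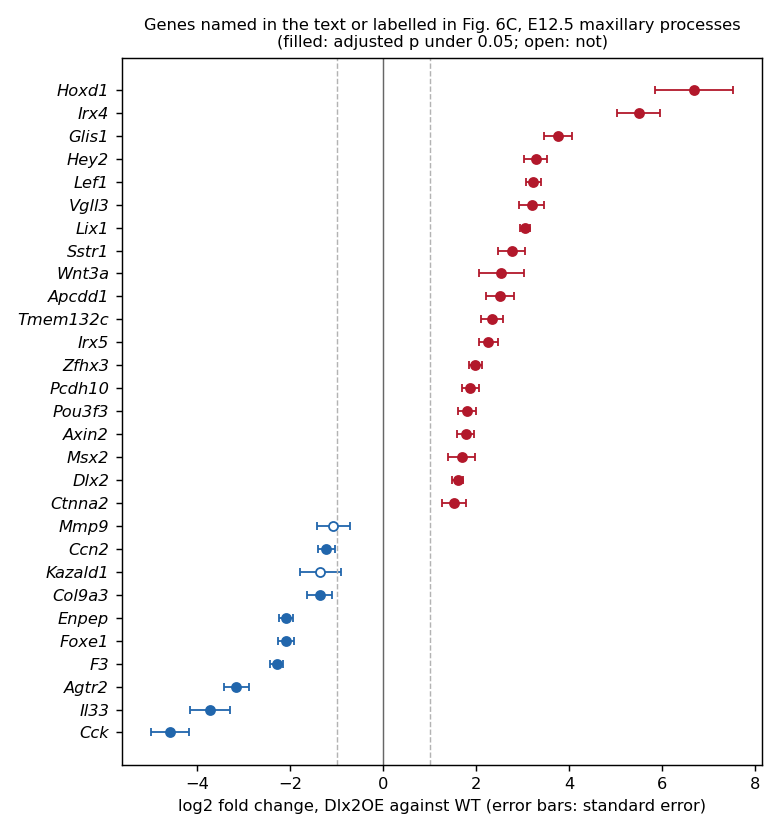
Log2 fold changes between Dlx2OE and WT, on the horizontal axis, of the 29 tested genes that the paper names or labels in Fig. 6C, with standard errors as bars (3 samples per genotype). Filled points have an adjusted p under 0.05 in edgeR's test, the 2 open points do not, and dashed lines mark log2 fold changes of -1 and 1.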

The most upregulated genes in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice include multiple transcription factors that have been implicated in craniofacial development, including Lef1, Irx4, and Pou3f3, demonstrating the critical functions of Dlx2 in orchestrating the transcriptional networks in neural crest-derived cells. Notably, Lef1, a transcription factor involved in regulating the Wnt pathway, has been shown to express at a high level in both epithelial and peri-epithelial mesenchyme during the early developmental stage of maxillary processes (Chen, Lan, Baek, Gao, & Jiang, 2009), consistent with the expression pattern of the WT Dlx2. Therefore, that a moderate Dlx2 upregulation is sufficient to induce marked remodeling of the transcriptional network and severe craniofacial defects, this highlights the critical functions of Dlx2 in regulating the development of craniofacial tissues.

The GO and KEGG enrichment analyses on the differentially regulated genes revealed that multiple development-related biological processes were impacted by Dlx2 overexpression. 

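Enrichment was tested on gene sets written by hand from the terms the paper names, since GO and KEGG tables were not used here, so the sets are smaller and differently composed than those terms. For each of 9 sets, a one-sided Fisher's exact test compared its share among the upregulated or downregulated genes with its share among all 17514 tested genes. The 18 p-values were adjusted together by the Benjamini-Hochberg method, and odds ratios were computed with 0.5 added to each cell. For 5 sets, the median log2 fold change of all members relative to that of all tested genes was also computed. The adjusted p beside each such shift comes from limma's camera, run on log2 CPM. Camera compares gene-wise test statistics inside and outside the set, not medians, and does not depend on which genes were called. Its inter-gene correlation was fixed at 0.01, so the genes of a set count as nearly independent. The sets were written with the paper's results known, and 6 of the 122 genes in the epithelial development set, for example, are genes the paper names.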

Genes associated with epithelial and neuronal development were enriched among the upregulated genes (Figure 6D), while genes associated with blood vessel development were enriched among the downregulated genes (Figure 6E). 

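The neuronal development set had 20 of its 140 tested members among the 262 upregulated genes, where 2.09 were expected by chance. Its odds ratio was 12 (adjusted p = 4.58e-13, Fisher's exact test). Among the downregulated genes, the neuronal set had 5 members with edgeR's calls (odds ratio 2.48, adjusted p = 0.108, Fisher's exact test) and 10 with DESeq2's calls (odds ratio 3.12, adjusted p = 0.00469). The epithelial development set had 17 of 122 members upregulated, an odds ratio of 11.6 (adjusted p = 2.12e-11, Fisher's exact test). The median log2 CPM of this whole set was 4.61, 5.12 and 5.02 in WT samples 1 to 3. In Dlx2OE samples 1 to 3 it was 5.50, 4.69 and 4.79, so the genotypes overlapped and the enrichment concerns the called members only. Without the 7 and 6 genes that the paper names, an alternative chosen after seeing the data, the odds ratios were 7.69 and 7.43. The epithelial development set also had 7 members among the 284 downregulated genes, with an odds ratio of 4.00 (adjusted p = 0.00677, Fisher's exact test). No set for blood vessel development as such was tested. The set for vessel tone and circulation had 7 of 134 members downregulated, an odds ratio of 3.63 (adjusted p = 0.0102, Fisher's exact test). Without the 5 genes of this set that the paper names, the odds ratio was 1.68 (adjusted p = 0.482, Fisher's exact test). The vessel set had 8 members upregulated, with an odds ratio of 4.52 (adjusted p = 0.00209, Fisher's exact test). With DESeq2's calls the order was reversed. The vessel set then had 17 of 141 members downregulated (odds ratio 6.13, adjusted p = 1.03e-07, Fisher's exact test) and 9 upregulated (odds ratio 3.02, adjusted p = 0.00847). Its members with the smallest p were all lower: Agtr2 (chromosome X, 21484544 to 21489164), with a log2 fold change of -3.17, F3 (chromosome 3, 121723537 to 121735048), with -2.30, and Enpep (chromosome 3, 129269175 to 129332720), with -2.09.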

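In the RNA-seq data, Hoxd1 (ENSMUSG00000042448, chromosome 2 of GRCm38, 74762980 to 74765142) had 1, 10 and 1 counts in the WT samples and 679, 164 and 381 counts in the Dlx2OE samples. Its log2 fold change was 6.68 (standard error 0.848, adjusted p = 0.0104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which put it at position 2 among the upregulated genes. Because WT samples 1 and 3 lie under the floor of 3 counts, the size of the change is uncertain, and leaving out each sample in turn gave values from 6.13 to 8.55.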

Hoxd1, an early neurodermal marker, which is part of a development regulatory system (Appukuttan et al., 2000), was significantly increased by qPCR(Figure 6H), which was consistent with the results of the bulk RNA-seq. 

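The extracellular matrix set had 9 of 171 tested members among the downregulated genes, an odds ratio of 3.62 (adjusted p = 0.00387, Fisher's exact test), and 2 among the upregulated genes. Ccn2 (ENSMUSG00000019997, chromosome 10 of GRCm38, 24595442 to 24598683) fell from 13.4 ± 1.66 CPM in WT to 5.73 ± 0.638 CPM in Dlx2OE (SD, n = 3 each). Its log2 fold change was -1.22 (standard error 0.178, adjusted p = 0.0136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 23.2% of its exon sequence overlaps another annotated gene. Col9a3 (ENSMUSG00000027570, chromosome 2, 180597790 to 180622189) fell from 46.8 ± 12.6 CPM to 18.1 ± 5.20 CPM (SD, n = 3 each). The log2 fold change of Col9a3 was -1.37 (standard error 0.268, adjusted p = 0.0305 from the same edgeR test). With each sample left out in turn, the adjusted p of Ccn2 stayed under 0.05 in 4 of the 6 fits (largest 0.0657). That of Col9a3 did so in 3 of the 6 (largest 0.129). Kazald1 (ENSMUSG00000025213, chromosome 19, 45075241 to 45079289) had 7.31 ± 0.963 CPM in WT and 2.86 ± 1.60 CPM in Dlx2OE (SD, n = 3 each). Its log2 fold change of -1.35 did not pass edgeR's test (standard error 0.445, adjusted p = 0.0966). Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) had 58, 127 and 134 counts in WT and 52, 39 and 54 in Dlx2OE, so all 3 Dlx2OE samples were lower than all WT samples in count but overlapped after normalization. Its log2 fold change of -1.07 did not pass edgeR's test (standard error 0.357, adjusted p = 0.0992). With DESeq2 the adjusted p was 0.00716 for Kazald1 and 0.0467 for Mmp9.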

Observing the down-regulated GO-term “exteacellular structure organization” and “extracellular matrix organization”, it can be found that their enriched genes contain Mmp9 (Dias et al., 2022), Ccn2 (Takeuchi-Igarashi, Tachibana, Murakashi, Kubota, & Numabe, 2021), Kazald1(H. Wang et al., 2013) and Col9a3(P. Zhang & Chang, 2020), which are genes related to cell proliferation. Therefore, the Dlx2 overexpression leads to the down-regulation of a group of genes related to cell proliferation, which hinders the development of palate by inhibiting cell proliferation. 

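A set of 62 tested cell cycle and DNA replication genes, written by hand as a measure of proliferation, had 0 members among the upregulated or downregulated genes. An unadjusted p under 0.05 from edgeR's test was reached by 14 of the 62, and an adjusted p under 0.05 by 1. This gene was E2f1 (chromosome 2, 154559407 to 154569892), which was higher in Dlx2OE, with a log2 fold change of 0.58 (standard error 0.107, adjusted p = 0.0264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Dlx2OE, 42 of the 62 genes were higher and 20 lower. The median log2 fold change of the set exceeded that of all tested genes by 0.066 (adjusted p = 0.0703 from limma's camera). With each sample left out in turn it ranged from 0.0059 to 0.16. From the decrease of Mmp9, Ccn2, Kazald1 and Col9a3, which it describes as related to cell proliferation, the paper concludes that Dlx2 overexpression inhibits cell proliferation and so hinders the development of the palate. The set of 62 genes is a different measure from those genes. The paper also reports smaller maxillary processes and a lower cell density in the palatal process at a later stage.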

Notably, genes associated with the GO-term “ossification” were enriched among both the upregulated and downregulated genes upon Dlx2 overexpression, suggesting that the skeletal defects observed in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice result from profound dysregulation of genes related to skeletal development.

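The ossification set had 14 of its 146 tested members among the upregulated genes, where 2.18 were expected, with an odds ratio of 7.54 (adjusted p = 1.49e-07, Fisher's exact test). The members with the smallest p were Lef1, Hey2 and Axin2. Hey2 (chromosome 10 of GRCm38, 30832359 to 30842801) rose from 7.16 ± 0.971 CPM in WT to 69.5 ± 20.6 CPM in Dlx2OE (SD, n = 3 each). Among the downregulated genes were 6 members of the set, where 2.37 were expected, with an odds ratio of 2.84 (adjusted p = 0.0478, Fisher's exact test). With genes of at least 10 counts in every sample only, this odds ratio was 2.75 (adjusted p = 0.0546), and with DESeq2's calls it was 4.27 (adjusted p = 7.81e-05). From enrichment in both directions, the paper proposes that the skeletal defects result from dysregulation of genes related to skeletal development.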

KEGG enrichment analysis suggested that the genes involved in Wnt and Hippo signaling were enriched among the upregulated genes (Figure 6F), in agreement with the upregulation of the Lef1 gene described above, suggesting that Dlx2 may indeed play an important role in regulating the Wnt pathway during craniofacial development. 

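The Wnt signaling set had 14 of 131 tested members among the upregulated genes, where 1.96 were expected, with an odds ratio of 8.51 (adjusted p = 4.61e-08, Fisher's exact test), and 1 among the downregulated genes. Apcdd1 (chromosome 18 of GRCm38, 62922231 to 62961179) was among the members with the smallest p and rose from 77.2 ± 24.5 CPM to 439 ± 149 CPM (SD, n = 3 each). The whole Wnt set had a median log2 fold change 0.11 above that of all tested genes, with 86 members higher and 45 lower (adjusted p = 0.00177 from limma's camera). After correction for gene length and GC content, this shift was 0.036 (adjusted p = 0.152). The Hippo signaling set had 11 of 145 members upregulated, with an odds ratio of 5.82 (adjusted p = 3.02e-05, Fisher's exact test). It shares the Wnt ligands and Frizzled receptors with the Wnt set, and without them its odds ratio was 1.98 (adjusted p = 0.365, Fisher's exact test). The shift of the whole Hippo set was 0.054 (adjusted p = 0.0703 from limma's camera), and among the fits with 1 sample left out it ranged from -0.0039 to 0.11. From the enrichment and the increase of Lef1, the paper proposes that Dlx2 has an important role in regulating the Wnt pathway during craniofacial development.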

Axin2 (Jho et al., 2002) and Wnt3a (Samarzija, Sini, Schlange, Macdonald, & Hynes, 2009), the classical reporter genes of the Wnt signaling pathway, were detected by qPCR. Their expressions were consistent with bulk RNA-seq, both being significantly increased (Figure 6H). 

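In the RNA-seq samples, Axin2 (ENSMUSG00000000142, chromosome 11 of GRCm38, 108920349 to 108950783) rose from 42.2 ± 6.28 CPM in WT to 144 ± 32.9 CPM in Dlx2OE (SD, n = 3 each). This gave a log2 fold change of 1.77 (standard error 0.183, adjusted p = 0.00552 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With any single sample left out it stayed between 1.56 and 1.89. Wnt3a (ENSMUSG00000009900, chromosome 11, 59248033 to 59290752) had 18, 53 and 41 counts in WT and 337, 137 and 158 counts in Dlx2OE. The corresponding log2 fold change was 2.54 (standard error 0.480, adjusted p = 0.0280 from the same edgeR test). The adjusted p of Wnt3a stayed under 0.05 in 3 of the 6 fits with 1 sample left out and was at most 0.0868.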

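Ctnna2 (ENSMUSG00000063063, chromosome 6 of GRCm38, 76881637 to 77979699) rose in the RNA-seq data from 14.8 ± 1.79 CPM in WT to 42.5 ± 15.0 CPM in Dlx2OE (SD, n = 3 each). This gave a log2 fold change of 1.52 (standard error 0.253, adjusted p = 0.0202 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each sample left out in turn, it ranged from 1.24 to 1.75 and the adjusted p stayed under 0.05 in 3 of the 6 fits.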

Ctnna2, which is closely associated with Hippo signaling pathways (Pavel et al., 2021), also displayed a consistent upregulation (Figure 6H). Moreover, genes related to the KEGG terms “ribosome” and “oxidative phosphorylation” were significantly enriched among the downregulated genes (Figure 6G), implying that Dlx2 overexpression may cause decreases in cellular biosynthesis and energy metabolism, thereby inhibiting cellular growth during craniofacial development. 

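The ribosome set, made of cytoplasmic ribosomal protein genes, had 15 of 79 tested members among the downregulated genes, where 1.28 were expected, with an odds ratio of 15.3 (adjusted p = 1.87e-11, Fisher's exact test). In all, 78 of the 79 genes were lower in Dlx2OE, and the median of the set lay at -0.78 relative to all tested genes (adjusted p = 1.65e-19 from limma's camera). The oxidative phosphorylation set had 10 of 92 members downregulated, with an odds ratio of 7.95 (adjusted p = 7.20e-06, Fisher's exact test). In this set 88 genes were lower, with a shift of -0.66 (adjusted p = 2.17e-18 from limma's camera). Both camera p-values assume an inter-gene correlation of 0.01 and would be too small if the genes of a set move together between samples. Both sets consist of short genes, and correction for gene length and GC content moved their shifts to -0.54 and -0.36. Ribosomal protein genes have many processed pseudogenes that share their sequence, so their counts depend on how reads aligned to several places were treated. Among the ribosome set members with the smallest p, Rpl23a had a log2 fold change of -1.80, Rpl35 of -1.49 and Rps28 of -1.32. Another annotated gene overlaps 62.3% of the exon sequence of Rpl23a, 66.2% of that of Rpl35 and 5.1% of that of Rps28. The median log2 CPM of the ribosome set was 10.3, 10.4 and 9.62 in WT samples 1 to 3 and 9.48, 9.37 and 9.11 in Dlx2OE samples 1 to 3. WT sample 3 was therefore closer to Dlx2OE sample 1 than to the other WT samples. From the lower expression of both sets, the paper proposes that Dlx2 overexpression decreases cellular biosynthesis and energy metabolism and thereby inhibits cellular growth.

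**Figure D2:**
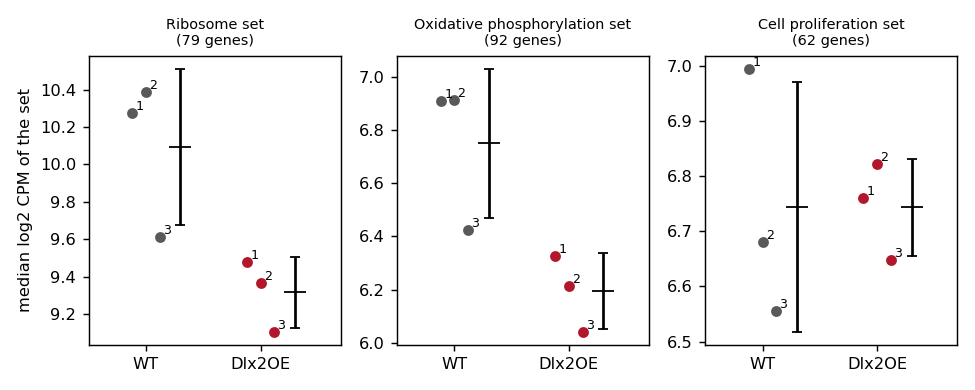
Median log2 CPM of the ribosome set (79 genes), the oxidative phosphorylation set (92 genes) and the cell proliferation set (62 genes), with 1 point per sample labelled by its replicate number and a bar at the mean with SD (n = 3 per genotype). The Dlx2OE samples lie below all WT samples in the left and middle panels and overlap them in the right panel.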

In summary, our systematical characterization of the transcriptome changes induced by Dlx2 overexpression revealed the critical functions of Dlx2 in the regulation of a variety of development-related pathways, providing important information for understanding the regulatory functions of Dlx2 during craniofacial development.

## Discussion

In the present study, we report a novel Dlx2 conditional overexpression mouse model (*Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^) that can be used to achieve stable, neural crest-specific Dlx2 overexpression by breeding with the wnt1^cre^ mice to obtain *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice. Compared to the previously established, high copy-number transgene-based Wnt1Cre:iZEG-Dlx2 mouse model, our mouse model confers several clear advantages. First, the extent of Dlx2 overexpression in *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice is only approximately 3-fold of the endogenous Dlx2 expression level, therefore more likely mimicking the pathological Dlx2 overexpression that may be caused by mutations in coding sequences of developmental genes or noncoding cis-regulatory elements. Second, the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice exhibit highly consistent phenotypes that include cleft palate, maxillary shortness, and skull parietal defect among others. All these phenotypes of the *wnt1* ^*cre*^; *Rosa26* ^*Dlx2/-*^ mice are completely penetrative, drastically exceeding the less than 50% penetrance rate in Wnt1Cre:iZEG-Dlx2 mice. Third, the craniofacial abnormalities in Wnt1Cre:iZEG-Dlx2 mice manifested at a lower rate and the phenotype gradually weakened after maintaining the iZEG-Dlx2 founder mice over multiple generations, presumably due to the genetic instability or epigenetic silencing associated with the high copy-number transgenes. By contrast, the *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ mice can be stably maintained without compromising the activity of the Dlx2-expression cassette. Consequently, the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ exhibit stable phenotypes over many generations. In summary, the *Rosa26* ^*CAG-LSL-Dlx2−3xFlag*^ mice provide a more reliable and consistent model for investigating Dlx2 functions during development.

The phenotypes of *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice are similar to some extent to those previously reported in Wnt1Cre:iZEG-Dlx2 mice, thus confirming the critical regulatory functions in the tissues derived from the neural crest, particularly in the first branchial arch. However, it is also notable that the severity of craniomaxillofacial abnormalities resulting from the approximately 3-fold Dlx2 overexpression differs from that in Wnt1Cre:iZEG-Dlx2 mice. While different degrees of the split face and even split brain were observed in Wnt1Cre:iZEG-Dlx2 mice, the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice exhibited only a slight fissure in the middle of the upper lip, but no obvious mid-face fissures. These observations indicate that the teratogenicity of Dlx2 is dose-dependent, and different craniomaxillofacial structures may exhibit differential sensitivity to the Dlx2 expression level.

Palatal process lifting is the least understood stage in the hard palate formation. The reasons for the failure of palatal process lifting are complex, and the HA has been intensively researched in recent years. HA accumulation is considered to be an important internal force in palatal process lifting (Yonemitsu, Lin, & Yu, 2020). It can bind a large number of water molecules, expand extracellular interstitial space, reduce cell density, increase tissue extension, and regulate the osmotic pressure of palatal process mesenchyme, and thus provides a driving force for palatal process lifting (Li, Lan, & Jiang, 2017). Insufficient HA accumulation is one of the important reasons for disorder in palatal process lifting. We observed that during the vertical growth and palatal process lifting of mutant mice, HA expression was significantly down regulated, and the extracellular stroma collapsed and did not obtain good filling. It was confirmed that Dlx2 can regulate HA accumulation during palatal process. In the palatal process during the growth and lifting stages, correct Dlx2 expression can promote HA expression and aggregation, thereby facilitating the extension and remodeling of palatal process mesenchymal tissue and providing an internal force for palatal process lifting. At the same time, many researchers have proved that HA is a downstream target of FGF family-related members, including FGFR1 and FGF2, in different organ development, disease occurrence and tissue regeneration (McCarthy, Sidik, Bertrand, & Eberhart, 2016; Virakul et al., 2016). The Wnt pathway can regulate the hyaluronic acid synthase family and mediate HA synthesis, thus participating in wound healing and embryonic mesodermal cell differentiation (Carre et al., 2010; Xu, Wang, Liu, Xie, & Chen, 2018). Therefore, Dlx2 is likely to affect the function of hyaluronic acid synthase and alter HA synthesis by regulating the FGF and Wnt pathways.

The consistent phenotypic manifestations of the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice enable systematic elucidation of the effects of Dlx2 overexpression on transcriptomes at different stages of craniofacial development. Dlx2 has been confirmed to accelerate osteogenic differentiation both *in vitro* and *in vivo* (Y. Wang, Liu, Zhang, & Luo, 2020; Zeng et al., 2020; J. Zhang, Zhang, Dai, Wang, & Shen, 2019; J. Zhang, Zhang, Shi, Dai, & Shen, 2018). Previous studies have demonstrated that the spatiotemporally coordinated actions of Dlx and Msx homeobox transcription factors regulate skeletal growth and homeostasis (Lezot et al., 2010). By comparing the transcriptomes of maxillary processes from E12.5 WT and *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice, we showed that Msx2 transcription was upregulated upon Dlx2 overexpression. Furthermore, genes involved in ossification were significantly enriched among the upregulated genes, suggesting an intimate regulatory relationship between Dlx2 and Msx2 in the regulation of craniofacial skeletal development.

In addition to the regulation of osteogenesis, many genes related to neuronal development were significantly upregulated in E12.5 maxillary upon Dlx2 overexpression (Figure 6D). The functions of Dlx2 in neuron differentiation have been well documented (Al-Jaberi, Lindsay, Sarma, Bayatti, & Clowry, 2015; Alzu’bi & Clowry, 2019; Yang et al., 2017). While previous studies have demonstrated that Dlx2 promotes the differentiation of multiple types of interneurons, including olfactory bulb interneurons (Guo et al., 2019), basal forebrain (Le et al., 2017), and neocortical GABAergic interneurons (Al-Jaberi et al., 2015), the roles of Dlx2 in regulating peripheral nervous system development have not been fully investigated. Our results suggest that Dlx2 may act as an important regulator for craniofacial nerves during early development.

Our transcriptome analysis also associates Dlx2 with multiple critical developmental pathways. Dlx2 has been shown to regulate Wnt1 transcription (Yamada et al., 2016). A previous *in vitro* study in human bone mesenchyme stem cells demonstrated that Dlx2 promotes osteogenesis through the Wnt/β-catenin signaling pathway (Zeng et al., 2020). Consistent with this notion, we found that Wnt1 and the Wnt signaling transcription factor Lef1 are both upregulated upon Dlx2 overexpression. Therefore, the *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice provide a valuable model system for studying Wnt signaling regulation during craniofacial development. Moreover, we found that oxidative phosphorylation was repressed in the maxillary processes of *wnt1* ^*cre*^ *; Rosa26* ^*Dlx2/-*^ mice, in agreement with previous reports that the Dlx-2/Snail cascade is involved in glycolysis switch and mitochondrial repression in cancer cells (Lee et al., 2015) (Lee et al., 2019). 

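In the E12.5 maxillary processes, Wnt1 (ENSMUSG00000022997, chromosome 15 of GRCm38, 98789857 to 98793837) had 2, 0 and 0 counts in the WT samples and 3, 1 and 3 counts in the Dlx2OE samples. These counts are at or under the floor of 3 counts, so no fold change is given, and a difference was not detectable at this depth. The filter on low counts removed the gene before testing. Without that filter, its adjusted p was 0.568 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.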

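Of the 92 tested genes in the oxidative phosphorylation set, 12 are mitochondrially encoded, and all 12 were lower in Dlx2OE, with a median log2 fold change of -0.74. The 80 nuclear-encoded genes had a median of -0.64, and 76 of them were lower. Restricted to the nuclear-encoded genes, the odds ratio among downregulated genes was 5.37 (adjusted p = 0.00387, Fisher's exact test). Ndufb8 (chromosome 19 of GRCm38, 44548572 to 44555440), a subunit of complex I, fell from 68.2 ± 9.38 CPM in WT to 36.8 ± 3.39 CPM in Dlx2OE (SD, n = 3 each). Mitochondrially encoded genes have nuclear copies with similar sequence, so their counts are uncertain.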

Although this is not an example of Dlx2 in developmental science, Dlx2 inhibition of the oxidative phosphorylation process is consistent.

In conclusion, our findings highlight the complex transcriptional regulatory network downstream of Dlx2 and implicate Dlx2 in a wide array of developmental pathways. Our novel Dlx2 conditional overexpression mouse model and the transcriptome data thus offer valuable resources and insights for the future genetic elucidation of the transcriptional regulatory networks underlying craniofacial development.

## Data Availability

The data presented in the study are deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), accession number GSE185279.

How the deposited data were processed for this re-analysis (not part of the article)

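RNA from E12.5 maxillary prominences was sequenced by the authors in 3 WT and 3 wnt1cre; Rosa26Dlx2/- (Dlx2OE) samples. The paper's methods give 6 littermates as the source of the RNA and the sample labels give 7, so a sample may hold RNA of more than 1 embryo. Each sample has 1 file. The genotype and the replicate number of each file were taken from the sample labels.

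The authors removed adaptor sequences, contamination and low-quality reads, mapped the reads to mm10 with STAR, counted them per gene with htseq-count in union mode, and deposited the raw count of each gene without normalization. The paper's text does not name the annotation release or the strand setting of the counting. Each file ends with 5 summary lines for reads not assigned to a gene, which were used only to describe the libraries. The gene lines of the files hold 53801 genes. Symbols, positions, lengths and GC content were taken from GENCODE M21 (GRCm38), which holds 53706 of the identifiers. The other 95 were kept in the tests under their identifiers.

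Total counts on genes were 31308813, 31204912 and 30332754 in WT samples 1 to 3 and 29446773, 30570784 and 26155500 in Dlx2OE samples 1 to 3. The floor was set at 3 counts, which is 0.0955 to 0.111 CPM with the TMM-scaled totals of the tested genes. The floor covers counting error only, since reads amplified from the same molecule are not independent.

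Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default minimum count of 10, and library sizes were scaled by the TMM method. The test was the quasi-likelihood F test on genotype alone, with Benjamini-Hochberg adjustment over the 17514 genes kept. A gene was called upregulated or downregulated at an adjusted p under 0.05 and a log2 fold change above 1 or below -1, the thresholds in the paper's methods. Levels are TMM-scaled CPM, with SDs over 3 samples, and log2 values use a prior count of 2. Correlations and principal components used the same log2 values.

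Gene sets were written by hand before the data were examined, but with the paper's results known, and GO and KEGG tables were not used here. Over-representation of 9 sets was tested in both directions with a one-sided Fisher's exact test against the genes tested, with Benjamini-Hochberg adjustment over the 18 tests. The odds ratio had 0.5 added to each cell. When the samples were divided in other ways, an odds ratio was set to 0 where no member was called. This last rule was added after the first output was seen, because the added 0.5 alone gave large ratios when no gene was called. Shifts of 5 sets are differences of median log2 fold changes from edgeR. Their p-values come from camera in limma 3.58.1 on log2 CPM, which does not test the medians themselves. Camera was run at an inter-gene correlation of 0.01, with adjustment over the 5 tests.

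The alternatives were the Wald test of DESeq2 1.42.0 with its size factors, the factors of the RLE method, library size alone, no filter on low counts, a minimum of 10 counts in every sample, a replicate block, removal of mitochondrially encoded and haemoglobin genes, and a loess correction for gene length and GC content with a span of 0.5, with and without the block. A fold-change threshold inside the test, calls at any fold change, smaller or larger gene sets, other correlation measures and the removal of each sample in turn were also tried. These were chosen before the data were examined. Gene sets without the genes that the paper names were added afterwards. The replicate block rests on the replicate numbers 1 to 3 in the sample labels, which the paper does not describe as pairs. Each result was also computed for the other divisions of the 6 samples into 3 and 3. Random gene lists matched on length and expression were drawn 10000 times from the 50 nearest genes of each member.

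The genes named are those the paper names as measured or labels in Fig. 6C, the Dlx family, the genes Fgf2, Fgfr1 and Has1 to Has3 of the paper's discussion, Gt(ROSA)26Sor and its neighbors, sex-linked genes, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between genotypes. Some genes that this rule selects are not reported here. Members of gene sets are named by the smallest p.

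The scripts were tested on simulated data drawn from the means and library sizes of the real samples. With 200 of 17514 genes changed by a log2 fold change of 2, edgeR called 209 genes, recovered 94.5% of the changed genes and made 20 false calls. DESeq2 called 253 genes, recovered 96.5% and made 60 false calls. With no gene changed, edgeR called 1 of 17230. A set of 80 genes shifted by -0.7 was measured at -0.72. A simulated length bias alone moved the ribosome set by -0.35, and by 0.019 after the length and GC correction. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

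The qPCR, imaging and histology of the paper are not analysed here. Reads were not realigned, and positions of primers and guides were not analysed here.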

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

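The tests of the neighbors of Gt(ROSA)26Sor were chosen only after the result was seen. The other tests in this part were chosen before the data were examined.

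The genes with the largest rises include 4 that the paper does not discuss. Avpr1a (ENSMUSG00000020123, chromosome 10, 122448499 to 122453452) rose from 0.966 ± 0.801 CPM in WT to 31.1 ± 19.2 CPM in Dlx2OE (SD, n = 3 each), a log2 fold change of 5.00 (adjusted p = 0.0116, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). C130021I20Rik (ENSMUSG00000052951, chromosome 2, 33641193 to 33646354), annotated as antisense and non-coding, rose by a log2 fold change of 4.58 (adjusted p = 0.0128, same edgeR test). Cxcl14 (ENSMUSG00000021508, chromosome 13, 56288643 to 56296551) rose from 37.7 ± 13.5 CPM to 651 ± 310 CPM (SD, n = 3 each), a log2 fold change of 4.11 (adjusted p = 0.00499, same edgeR test). Onecut2 (ENSMUSG00000045991, chromosome 18, 64340020 to 64400987) rose by a log2 fold change of 4.08 (adjusted p = 0.0365, same edgeR test), with 145, 466 and 1273 counts in Dlx2OE samples 1 to 3, so the rise is carried mostly by sample 3. All 4 genes were higher in 3 of 3 Dlx2OE samples than in any WT sample, but the rule that chose them required this. Gene choice by size of change favors high values. Correction for length and GC bias left Onecut2 at 3.77 with an adjusted p of 0.0536 in edgeR's test and the other 3 genes past the threshold. Over the alternatives, the adjusted p of edgeR's or DESeq2's test ranged from 0.000515 to 0.0696 for Onecut2, 5.02e-07 to 0.0677 for Avpr1a, 1.43e-05 to 0.0517 for C130021I20Rik and 2.53e-13 to 0.0302 for Cxcl14. With 1 sample left out, Onecut2 passed in 1 of 6 fits, C130021I20Rik in 5, and Avpr1a and Cxcl14 in 6. No other explanation was tested for single genes, so no biological reading is offered for them.

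Gt(ROSA)26Sor, the gene at the site of the insertion, was at 37.5 ± 3.87 CPM in Dlx2OE and 17.2 ± 1.36 CPM in WT (SD, n = 3 each), a log2 fold change of 1.13 (adjusted p = 0.00758, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in 3 of 3 Dlx2OE samples, and its adjusted p ranged from 2.55e-10 to 0.0306 over the alternatives. The paper does not report it. The locus overlaps Thumpd3, and the strand setting of the counting is not known, so reads of neighbors could be counted there. The smaller adjusted p of the 2 neighbors was 0.137, with log2 fold changes of -0.27 for Thumpd3 and 0.25 for Setd5. Setd5 is more abundant, at 257 CPM in WT and 306 CPM in Dlx2OE, but it rose 1.19-fold against 2.19-fold at the locus. A constant share of reads from either neighbor would rise no more than that neighbor, so these values argue against such a source. A share of neighbor reads that differs between the genotypes was not tested. Transcription that starts in the inserted cassette and a change in the endogenous transcript were not tested.

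In Dlx2OE sample 3, 14.7% of the reads lay on no annotated exon, against 5.75% and 7.81% in Dlx2OE samples 1 and 2 and 5.03% to 5.43% in the WT samples. Genomic DNA spread evenly over the genome would have placed about 6157 counts on olfactory and vomeronasal receptor genes, and 531 were counted in that sample, within the 224 to 1151 of the other samples. Genes annotated inside introns or awaiting experimental evidence had 1873 CPM in that sample, 907 and 1240 CPM in Dlx2OE samples 1 and 2, and 790 to 850 CPM in the WT samples. The excess may therefore come from unspliced or intronic RNA. All 3 Dlx2OE samples exceeded all 3 WT samples in both measures, so this difference between libraries and the genotype cannot be told apart. A biological explanation was not tested.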

How the results depend on the processing

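The set versions without genes the paper names were chosen after the data were seen. Where a result changed, the cause was not tested.

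The number of genes depended most on the processing. In place of the 1130 genes with an adjusted p under 0.05 (262 up, 284 down), DESeq2's Wald test gave 2428 (447 up, 440 down) and no low-count filter gave 2044 (506 up, 497 down). They shared 1101 and 1082 genes with the 1130. A threshold inside the test left 19 upregulated and 11 downregulated genes. With length and GC correction, 158 genes were downregulated and 284 upregulated, so that 64.3% of the called genes were upregulated against 48.0% without it. Library size only gave 55.8%. Leaving out 1 sample gave 79 to 2091 genes with an adjusted p under 0.05, 39 to 642 upregulated and 35 to 531 downregulated, over 6 fits.

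A replicate block was fitted although same-numbered samples are different embryos. Deviations of same-numbered samples from their genotype means correlated at -0.072, -0.21 and 0.073 (mean -0.070), so the numbers do not pair the samples. The block gave 961 genes with an adjusted p under 0.05 (202 up, 196 down). With length and GC correction and the replicate block together, 49 genes passed (23 up, 18 down). In that fit Msx2 had a log2 fold change of 1.77 with an adjusted p of 0.0856 in edgeR's test (9.02e-08 to 0.0856 over the alternatives), and the shift of the Wnt set was 0.039. The ribosome and oxidative phosphorylation shifts moved furthest in that fit, to -0.53 and -0.34.

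Dlx2 kept its direction and an adjusted p under 0.05 in edgeR's or DESeq2's test under all 9 alternatives, with log2 fold changes from 1.57 to 1.68. Msx2 passed under 8 of 9, and its leave-one-out values ran from 1.38 to 1.90.

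Among the downregulated genes, the ossification set was no longer past the threshold with at least 10 counts in every sample (odds ratio 2.75), with length and GC correction (3.52), at any fold change (2.16) and without genes the paper names (2.52). The vessel set was lost with at least 10 counts in every sample (2.68) and without genes the paper names (1.68), and the oxidative phosphorylation set with length and GC correction (4.34). With the threshold inside the test, no member of 4 sets was called, and their odds ratios of 5.15 (ossification), 4.39 (extracellular matrix), 9.53 (ribosome) and 8.18 (oxidative phosphorylation) come from the 0.5 added to each cell. Among the upregulated genes, the Hippo set was lost without Wnt ligands and Frizzled receptors (1.98). The shift of the Wnt set was lost with length and GC correction (0.036). The shift of the proliferation set passed with library size only (0.069, adjusted p 0.0325 from limma's camera, 0.0325 to 0.321 over the alternatives).

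With 1 sample left out, odds ratios ran from 3.67 to 18.8 for Wnt up, 2.59 to 12.8 for Hippo up, 2.10 to 5.27 for ossification down, 2.67 to 9.15 for extracellular matrix down, 5.03 to 46.2 for ribosome down and 3.66 to 15.0 for oxidative phosphorylation down. The call was lost in 5 of the 6 fits for ossification, 4 for ribosome, 3 for oxidative phosphorylation, 2 for extracellular matrix, and 1 each for Wnt and Hippo. The shift ran from -0.0039 to 0.11 for Hippo, passing in 3 fits (adjusted p from 0.0138 to 0.0240, limma's camera), and from 0.0059 to 0.16 for proliferation, passing without WT replicate 1 (adjusted p 0.00175) and without Dlx2OE replicate 3 (adjusted p 0.000687). The ribosome and oxidative phosphorylation shifts kept their direction and their threshold under all alternatives and omissions.

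Small changes of either sign were seen for genes that never passed the threshold in the fits named here. Fgf2 turned to 0.00036 with RLE factors, 0.053 with library size only, 0.0018 with at least 10 counts in every sample, 0.029 with the block and 0.00048 with length and GC correction and the block. Dlx5 turned to 0.063 with length and GC correction and 0.060 with the block added, Dlx6 to 0.018 with both, and Setd5 to -0.115 with the correction and -0.115 with both. Leave-one-out ranges crossed 0 for Dlx1 (-0.27 to 0.15), Dlx5 (-0.47 to 0.17), Dlx6 (-0.68 to 0.33), Fgf2 (-0.18 to 0.24) and Has2 (-0.052 to 0.17). For other single genes, DESeq2 and the absence of a filter each moved 3 past the threshold, and the length and GC correction with the block moved 16 out of it. The block alone did so for Wnt3a (log2 fold change 2.48), Col9a3 (-1.37) and Pcna-ps2 (-2.42), the length and GC correction for Onecut2 (3.77) and Pcna-ps2 (-2.37), and library size only for Pcna-ps2 (-2.70).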

Differences from the paper's values

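The paper's number of genes with a significant change is 2428, and edgeR's quasi-likelihood test gave 1130. Of the alternatives set before the data were examined, DESeq2's Wald test, the tool named in the paper's methods, gave 2428. The fit with no low-count filter (2044) and the fits without WT replicate 3 (2091) and without Dlx2OE replicate 1 (1944) were within 1.5 times the paper's number. The other alternatives were not.

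The paper's number of upregulated genes is 447, and 262 were called with edgeR. DESeq2's Wald test gave 447, and the fits with no low-count filter (506) and without Dlx2OE replicate 1 (642) were within 1.5 times the paper's number. The paper's number of downregulated genes is 440, and 284 were called with edgeR. DESeq2's Wald test gave 440, and the fits with no low-count filter (497), without WT replicate 3 (394) and without Dlx2OE replicate 1 (531) were within 1.5 times the paper's number. No other alternative was.

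The paper lists Mmp9 and Kazald1 among the genes of downregulated terms. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, Mmp9 had an adjusted p of 0.0992 and Kazald1 of 0.0966. DESeq2 gave 0.0467 and 0.00716, and edgeR without the low-count filter gave 0.0283 for Kazald1. The paper states that Wnt1 is upregulated. Its counts were 2, 0 and 0 in WT and 3, 1 and 3 in Dlx2OE. The low-count filter removed it before edgeR's main test, and DESeq2 gave it no adjusted p. Without the filter, its adjusted p in edgeR's test was 0.568. The paper places Pou3f3 among the most upregulated genes. By log2 fold change it came at position 148 of 262 with edgeR and at position 237 of 447 with DESeq2, and by p at positions 16 and 14. The paper describes Mmp9, Ccn2, Kazald1 and Col9a3, from extracellular matrix terms, as related to proliferation and reduced. The hand-written proliferation set holds other genes, of cell cycle and DNA replication, so it is a different measure. None of its 62 genes was called, 14 had an unadjusted p under 0.05 in edgeR's test, and 42 of the 62 were higher in Dlx2OE. The paper describes a better correlation within than between genotypes and shows it as a matrix of sample distances. The mean Pearson correlation was also higher within genotypes here, but 4 of 9 mixed pairs exceeded the lowest Dlx2OE pair. Euclidean distances on variance-stabilized values were smaller within genotypes by a mean of 16.7, which goes the paper's way. The paper places the Dlx pairs on chromosome 2, and the annotation places them on chromosomes 2, 6 and 11.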

Other observations

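The tests of unspliced RNA as a source of the lower ribosome and oxidative phosphorylation sets, of reads aligned to several places and of both sexes in 1 sample were chosen only after the result was seen.

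The 6 samples can be divided into 3 and 3 in 10 ways. The real division parts all 3 same-numbered pairs, as do 3 others, and the remaining 6 part 1 pair only. Of the 4 that part all pairs, only 1, the real one, gave as many genes with an adjusted p under 0.05 (1130), upregulated genes or downregulated genes, and the others gave 0 by edgeR's test. At an unadjusted p under 0.05 the real division had 5172 genes, the other 3 had 178, 291 and 1373, and the 6 that part 1 pair had 58 to 1405. The same count, 1 of 4, held for the odds ratios of the Wnt, Hippo, ossification, epithelial and neuronal sets among upregulated genes. It held also for the ossification, vessel, extracellular matrix, ribosome and oxidative phosphorylation sets among downregulated genes. Since no gene was called in the other divisions, these odds ratios add nothing to the gene counts. For the shifts, 1 of 4 divisions was as large for the ribosome set and 1 of 4 for the oxidative phosphorylation set, 2 of 4 for the Wnt set, 3 of 4 for the Hippo set and 4 of 4 for the proliferation set. Of the 6 divisions that part 1 pair, 1 was as large for the Wnt set, 2 for the Hippo set, 4 for the proliferation set and none for the ribosome and oxidative phosphorylation sets. Neither 4 nor 10 divisions can give a share under 0.05. The ribosome shift reached 0.72 in size in a division that parts 1 pair, with WT samples 1 and 2 and Dlx2OE sample 1 on the same side, against 0.78 in the real one.

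The lower ribosome and oxidative phosphorylation sets in Dlx2OE may reflect a bias rather than regulation. If length and GC bias were the whole source, the shifts would disappear on correction, and they were -0.54 (adjusted p 2.67e-17, 1.01e-26 to 2.67e-17 over the alternatives) and -0.36 (adjusted p 1.05e-12, 1.23e-24 to 1.05e-12 over the alternatives) from limma's camera. Random lists matched on length and expression had median log2 fold changes of -0.29 and -0.35, so short genes as a class were lower, and both sets were lower than all 10000 lists, at -0.78 and -0.66. The lists were longer than the sets, with median lengths of 2203 against 1770 and 1628 against 1486.5 bases, so a remaining length bias is not excluded. The percentage of reads aligned to several places was lower in Dlx2OE, with a difference of -1.08 percentage points. Since ribosomal protein RNA is itself a source of such reads, this does not tell whether reads shared with pseudogenes were lost. If more unspliced RNA were the source, Dlx2OE sample 1, with few reads off exons, would resemble WT. It lay -0.14 from the lowest WT sample, WT sample 3, for the ribosome set and -0.10 for the oxidative phosphorylation set. For both sets this gap was smaller than the distance of WT sample 3 from WT samples 1 and 2. It was larger than the distance between WT samples 1 and 2, so whether Dlx2OE sample 1 resembled WT rests on WT sample 3. WT sample 3 had 5.25% of its reads off exons and a ribosome level of 9.62 against 10.3 and 10.4 in WT samples 1 and 2, so a low level occurred without more such reads. Across the tested genes, the rank correlation of exon length with the difference from the WT mean was -0.11 and -0.24 in WT samples 1 and 2, 0.31 in WT sample 3 and 0.25 to 0.28 in Dlx2OE, so longer genes were relatively higher in the 4 samples with the lower ribosome levels. Unspliced RNA alone therefore does not account for WT sample 3, and the pattern cannot be told apart from a remaining length-related difference between libraries or from reads lost to pseudogenes.

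The neuronal set among the upregulated genes could come from cranial ganglion neurons taken along in the dissection. The markers of these neurons, listed before the test, had a median log2 CPM of 2.13, 4.48 and 3.56 in WT and 1.6, 4.78 and 6.23 in Dlx2OE samples 1 to 3, so the samples differ within each genotype. With the marker level as a covariate, 26 of 140 members were among 321 upregulated genes, with an odds ratio of 13.4 (adjusted p 9.09e-18, Fisher's exact test). Before this adjustment the odds ratio was 12. The enrichment did not fall with this covariate. Of 10 cell type marker lists, 5 had no overlap between genotypes, where chance gives 10%. In median log2 CPM, eye markers were at -0.55 to 0.31 in WT and 0.78 to 1.67 in Dlx2OE. The lists for cartilage (5.03 to 5.82 in WT, 3.99 to 4.43 in Dlx2OE), endothelium (4.70 to 4.91, 4.25 to 4.41), macrophages (2.79 to 3.06, 1.93 to 2.57) and red blood cells (6.49 to 6.74, 5.46 to 6.19) were lower in Dlx2OE. The brain and cranial ganglion lists overlapped between genotypes. So did the surface epithelium list, at 6.13 to 6.79 in WT and 6.87, 5.53 and 5.51 in Dlx2OE samples 1 to 3. Differing tissue composition and regulation within cells cannot be told apart for the lists that did not overlap.

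Xist and Y-linked genes were both detected in 5 of 6 samples at more than trace levels, while WT sample 2 had 10.2 CPM of Xist against 1070 to 2356 CPM in the others. Across the 6 samples, Xist and the Y-linked genes correlated at r = -0.94 (exact permutation p = 0.00694) and rho = -0.94 (exact permutation p = 0.0167). Without WT sample 2 and Dlx2OE sample 3, r was -0.69. This is the only relation of this kind that was computed. It is consistent with RNA from embryos of both sexes in most samples, a hypothesis formed on the same data. Genes on X and Y were not over-represented among genes with an adjusted p under 0.05 (42 of 594, odds ratio 1.12, one-sided Fisher's exact p = 0.289), so unequal sexes do not account for the changes as a whole.

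The falls among genes that the rule selects include Il33 (-3.73), Agtr2 (-3.17) and the processed pseudogene Pcna-ps2 (-2.76). The hyaluronan synthase genes, which the paper's discussion proposes as affected, had log2 fold changes of 1.22 (Has1, adjusted p 0.101), 0.051 (Has2, adjusted p 0.830) and 1.44 (Has3, adjusted p 0.0990) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their adjusted p ranged from 0.0535 to 0.177, 0.613 to 0.924 and 0.0231 to 0.211 over the alternatives. Among the downregulated genes are 59 annotated pseudogenes, 16 of them named after ribosomal proteins, and among the upregulated genes 6. The microRNA gene Gm23935 (chromosome 16, 11144125 to 11144181), chosen after its values were seen, had 302077 counts in Dlx2OE sample 3 and 6080 to 40116 in the others, and microRNA genes made up 1.28% of the counts of that sample. The WT samples carry no Cre driver, so effects of Cre and of Dlx2 are not separated by these samples.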
